# Different Routes of Protein Folding Contribute to Improved Protein Production in Saccharomyces cerevisiae

**DOI:** 10.1128/mBio.02743-20

**Published:** 2020-11-10

**Authors:** Qi Qi, Feiran Li, Rosemary Yu, Martin K. M. Engqvist, Verena Siewers, Johannes Fuchs, Jens Nielsen

**Keywords:** protein secretory pathway, protein folding precision, multi-omics analysis, protein production, constraint-based modeling

## Abstract

Protein folding is often considered the flux controlling process in protein synthesis and secretion. Here, two previously isolated Saccharomyces cerevisiae strains with increased α-amylase productivity were analyzed in chemostat cultures at different dilution rates using multi-omics data. Based on the analysis, we identified different routes of the protein folding pathway to improve protein production. In the first strain, the increased abundance of proteins working on the folding process, coordinated with upregulated glycogen metabolism and trehalose metabolism, helped increase α-amylase productivity 1.95-fold compared to the level in the original strain in chemostat culture at a dilution rate of 0.2/h. The second strain further strengthened the folding precision to improve protein production. More precise folding helps the cell improve protein production efficiency and reduce the expenditure of energy on the handling of misfolded proteins. As calculated using an enzyme-constrained genome-scale metabolic model, the second strain had an increased productivity of 2.36-fold with lower energy expenditure than that of the original under the same condition. Further study revealed that the regulation of *N*-glycans played an important role in the folding precision control and that overexpression of the glucosidase Cwh41p can significantly improve protein production, especially for the strains with improved folding capacity but lower folding precision. Our findings elucidated in detail the mechanisms in two strains having improved protein productivity and thereby provided novel insights for industrial recombinant protein production as well as demonstrating how multi-omics analysis can be used for identification of novel strain-engineering targets.

## Abstract (precis)

Protein folding plays an important role in protein maturation and secretion. In recombinant protein production, many studies have focused on the folding pathway to improve productivity. Here, we identified two different routes for improving protein production by yeast. We found that improving folding precision is a better strategy. Dysfunction of this process is also associated with several aberrant protein-associated human diseases. Here, our findings about the role of glucosidase Cwh41p in the precision control system and the characterization of the strain with a more precise folding process could contribute to the development of novel therapeutic strategies.

## INTRODUCTION

The protein secretory machinery in eukaryal cells is a complex network involving processes such as peptide translocation, glycosylation, protein folding, endoplasmic reticulum (ER)-associated degradation (ERAD), trafficking between the ER and Golgi apparatus, and Golgi processing and sorting (1). In yeast, this machinery is responsible for the modification and maturation of more than 550 proteins (2) which are vital to maintain cell function. High-fidelity protein folding is a crucial step in the secretory pathway (1). Misfolded proteins, which can be caused by protein overproduction, externally applied stresses such as heat or oxidative stress, or genetic factors such as genetic mutations, transcription, or translation errors, are handled by the quality control system to be either refolded or delivered to the proteasome for degradation through ERAD (3). Without proper handling by this quality control system, accumulation of misfolded proteins can be toxic to the cell. In humans, such accumulation can cause a number of severe diseases, such as Alzheimer’s disease, Parkinson’s disease, and type II diabetes (4). As a model eukaryal organism, the baker’s yeast Saccharomyces cerevisiae is a good model to study the secretory pathway and unravel the mechanisms related to these diseases (5). In addition, S. cerevisiae is also widely used as a cell factory to produce recombinant proteins (6), including biopharmaceuticals and industrial enzymes (7, 8). However, due to the complexity of the protein secretory machinery and lack of a complete understanding of its underlying mechanisms, the utility of rational strain engineering for the improvement of recombinant protein production has been limited. Correspondingly, several random approaches and semirational approaches have been performed (7), such as random mutagenesis coupled with high-throughput screening (9), omics analysis-based strain engineering (10, 11), and mathematical model-based strain engineering (12).

In previous studies (9, 13), we constructed the S. cerevisiae strain AAC, in which α-amylase is expressed through a *POT1* plasmid system, and used it as the original strain for several rounds of UV radiation-based mutagenesis coupled with microfluidic screening to isolate evolved strains with improved α-amylase production. Transcriptional analysis of seven evolved strains cultured in batch fermentation revealed several general rules for efficient protein production, such as an increased fermentation/respiration ratio and tuning of amino acid biosynthesis and thiamine biosynthesis (14). However, transcriptomic differences do not necessarily translate into proteomic differences, which better reflect the state of the protein secretory machinery in cells. Thus, here we further studied the protein secretory pathway and specifically unraveled the mechanisms in the evolved strains that lead to improved α-amylase production by performing multi-omics analysis for two representative isolated strains, MH34 and B184, as well as for the original strain, AAC. MH34 and B184 were sequentially isolated from AAC (Fig. 1A), and whole-genome sequencing revealed that B184 inherited all 58 point mutations of MH34 and obtained 30 more point mutations (9). A previous study showed that the α-amylase yields of MH34 and B184 increased 1.21-fold and 4.04-fold, respectively, in batch culture compared to the yield of AAC (14). To avoid bias caused by differences in the growth rates of different strains and delays in protein synthesis, we used steady-state chemostat cultures at two dilution rates as the culture conditions in the present study. In addition, chemostat culture is also an important mode for recombinant protein production in an industrial setting (15). We performed absolute quantification of the proteome, transcriptome, and exo-metabolome for the three strains grown at two different dilution rates in chemostat cultures. Through systematic multi-omics analysis, we identified two different routes for improving protein production.

**FIG 1:**
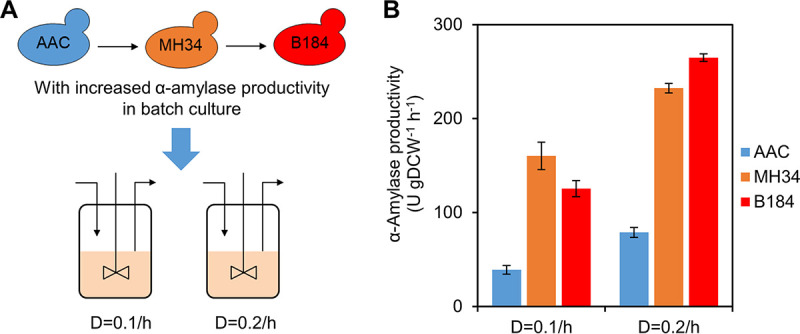
α-Amylase production of yeast strains in chemostat cultures. (A) Relationships among the strains used in this study. All three strains were grown in chemostat cultures operated at dilution rates (D) of 0.1/h and 0.2/h. (B) α-Amylase productivity of strains in steady-state chemostat cultures. Data shown are mean values ± standard errors of the means of biological duplicates. DCW, dry cell weight.

## RESULTS

### α-Amylase productivity in chemostat culture.

Previous work showed that a higher specific growth rate was coupled to higher recombinant protein production in chemostat cultures (16). In view of the maximum specific growth rates of these three strains (0.276/h, 0.329/h, and 0.310/h for AAC, MH34, and B184, respectively) (14), we cultured the strains at dilution rates of 0.1/h and 0.2/h. Compared with the reference strain AAC, we found that the α-amylase productivity of MH34 and B184 was significantly improved at both dilution rates (Fig. 1B), which is in agreement with the results obtained for batch cultures (14). However, in batch culture, B184 produced α-amylase with a 1.29-fold increase of yield and 47% increase of productivity compared with levels for MH34. In contrast, in chemostat cultures, we found that the yield or the productivity of B184 was only 14% greater than that of MH34 at 0.2/h and even 22% lower at 0.1/h, which indicated the different mechanisms for improved protein production between MH34 and B184 and the importance of specific growth rate on the regulation of the mechanisms.

### Cellular resource allocation revealed by quantitative multi-omics analysis.

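AAC is the original α-amylase strain, and MH34 and B184 are the evolved strains that were isolated from it in sequence. RNA from chemostat cultures of the 3 strains at dilution rates of 0.1/h and 0.2/h was sequenced in biological duplicate, which gave 12 libraries in 6 groups of 2. The authors prepared stranded mRNA libraries, mapped the paired reads to the S. cerevisiae reference genome, and deposited the number of reads counted on each of 7126 genes, without normalization. The paper names the nf-core pipeline for these steps but not its counting tool, the strand setting, or the treatment of reads that map to several genes, so the counts of near-identical copies and of overlapping or antisense genes are uncertain. Total counts per library ranged from 6040221 to 10785960, with a median of 9026748. The smallest library was replicate 1 of AAC at 0.1/h, with 6040221 counts, and replicate 2 had 7304298. The libraries of B184 at 0.1/h had 6984376 and 6580892 counts. Counts were normalized for library size and composition by edgeR's TMM method. Of the 7126 genes, 6044 passed edgeR's filter on low counts and were tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment over all 6044. The 6 groups were fitted together, because 2 libraries per group carry little information about the spread. In all 3 strains, most of the host gene TPI1 (YDR050C, chromosome IV, 555726 to 556472) is deleted (Table S1), and 132 to 637 reads per library were still counted on it. The α-amylase plasmid of these strains carries the promoter and terminator of the same gene.

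Across 5889 genes, the log2 counts of replicates correlated with a Pearson r between 0.987 and 0.997, where genes are not independent replicates. Replicates nevertheless differed by more than sampling noise in each group, with a chi-square per degree of freedom between 1.82 (B184 at 0.2/h) and 29.1 (AAC at 0.1/h). The first principal component of the normalized counts held 49.3% of the variance, and the second 34.0%. On the second component, the 4 AAC libraries lay between 16.2 and 35.1, and the 8 libraries of the evolved strains lay between −22.9 and −5.07. For comparison with proteins, FPKM values were computed from the counts, the exon lengths of the RefSeq annotation of the R64 assembly, and the library totals. Protein abundances are the paper's own, from Data Set S3. Of the 2930 genes in Data Set S3, the 1998 listed down to RSA4 were used here, and of the 6442 in Data Set S2, the 1998 listed down to LCP5. This gave 1952 protein-transcript pairs with values in all 3 strains at 0.1/h and 1747 at 0.2/h.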

We performed absolute quantitative proteome and transcriptome analysis for AAC, MH34, and B184 grown in steady-state chemostat cultures at dilution rates 0.1/h and 0.2/h, with measurement of 2,869 and 2,551 protein-transcript pairs, respectively. We found that the correlation between protein and mRNA abundances is improved at 0.2/h (*R^2^* of 0.50, 0.50, and 0.52 for AAC, MH34, and B184, respectively) compared to that at 0.1/h (*R^2^* of 0.37, 0.48, and 0.34, respectively) (see Fig. S1A to F in the supplemental material), which could suggest that at a higher specific growth rate, cells coordinate transcription and translation better to avoid redundancy or a shortage of transcripts, which helps to reduce energy expenditure. 

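The correlation was computed in each condition across genes between the log10 FPKM and the log10 protein abundance of Data Set S3, each averaged over duplicates. At 0.1/h, R2 was 0.365 in AAC (1955 genes), 0.473 in MH34 (1953 genes), and 0.332 in B184 (1954 genes). At 0.2/h, it was 0.524 in AAC (1747 genes), 0.513 in MH34 (1747 genes), and 0.508 in B184 (1748 genes). Genes are not independent replicates, so no p-value was computed, and the spread was taken from the R2 of each replicate. For AAC, the replicates gave 0.363 and 0.377 at 0.1/h and 0.518 and 0.525 at 0.2/h. For B184, they gave 0.340 and 0.341 at 0.1/h and 0.520 and 0.502 at 0.2/h, so in both strains the rise exceeded the difference between replicates. The paper's protein labels of 1 set are fewer than the 12 samples, and it does not say which samples shared a set. Replicates may therefore miss a difference between sets, and whether the sets coincide with the rates is not known. The rise was smaller in MH34, where the replicates gave 0.467 and 0.494 at 0.1/h and 0.514 and 0.509 at 0.2/h without overlap. The choice of scale moved these values most. Without the log, R2 was between 0.120 (B184) and 0.248 (MH34) at 0.1/h and between 0.318 (MH34) and 0.354 (B184) at 0.2/h. On the genes with protein values at both rates, R2 was 0.362, 0.472, and 0.323 at 0.1/h for AAC, MH34, and B184 and 0.531, 0.520, and 0.510 at 0.2/h. From the higher correlation at 0.2/h, the paper proposes that cells growing faster may coordinate transcription and translation better. Surplus or missing transcripts would then be avoided, which in its view lowers the energy spent.

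**Figure D1:**
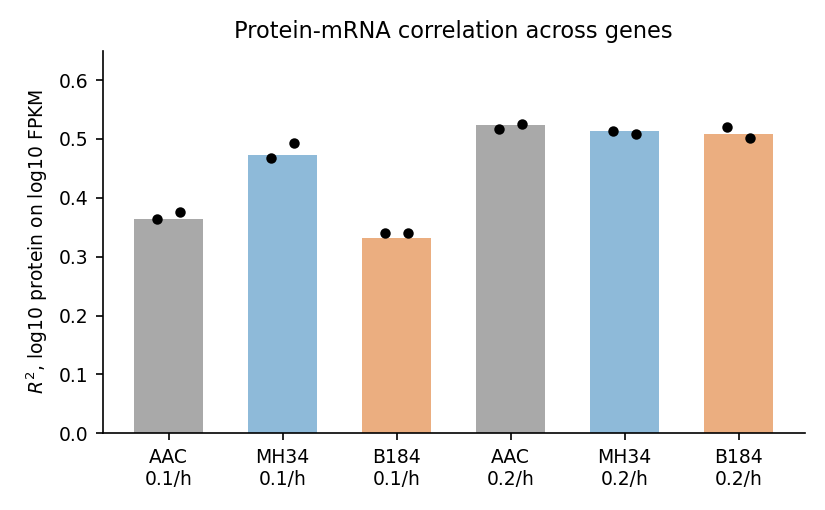
R2 of log10 protein abundance on log10 FPKM across genes, by strain and dilution rate. Bars show the R2 of the averaged duplicates and the 2 dots on each bar the R2 of each replicate, and the bars of AAC and B184 rise from 0.365 and 0.332 at 0.1/h to 0.524 and 0.508 at 0.2/h.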

We also annotated mRNAs and proteins based on the Yeast Gene Ontology (GO)-Slim bioprocess mapper (17) and found that the proteome and transcriptome fractions allocated to a specific process are better correlated (*R^2^* of 0.66 to 0.78) (Fig. S1G to L) than individual proteins/transcripts.

10.1128/mBio.02743-20.1 FIG S1 Correlation between transcript and protein levels. (A to F) Correlation of absolute mRNA and protein abundances of AAC, MH34, and B184 in chemostat cultures at dilution rates of 0.1/h and 0.2/h. (G to L) Correlation of biological processes between the levels of transcript and protein under these six conditions. All transcripts and proteins were allocated to 99 Yeast GO-Slim biological processes. For each process, the ratio of allocated transcripts/proteins to total transcripts/proteins was used as the fraction value (mol/mol). Download FIG S1, TIF file, 0.2 MB. Copyright © 2020 Qi et al. 2020 Qi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

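Changes of individual mRNAs against AAC at the same dilution rate were counted at an adjusted p under 0.05. The paper added ethanol to the MH34 and B184 cultures at 0.1/h and does not name it for AAC. Comparisons with AAC at 0.1/h therefore do not separate the strain from the ethanol. At 0.1/h, 4160 of the 6044 genes differed in MH34 (2145 higher and 2015 lower) and 2230 in B184 (1000 higher and 1230 lower). At 0.2/h, 2000 genes differed in MH34 (1052 higher and 948 lower) and 2187 in B184 (1115 higher and 1072 lower). The median standard error of a log2 fold change in these comparisons was 0.10. The counts moved most when an absolute log2 fold change of at least 1 was also required, which left 1200 genes for MH34 and 405 for B184 at 0.1/h and 424 and 473 at 0.2/h. For B184 at 0.1/h, fitting only the libraries of B184 and AAC at that rate gave 1149 genes. Replicates differed most in AAC at 0.1/h, so the spread shared by all groups may be too small in comparisons with it. Between the evolved strains, 3784 genes differed at 0.1/h and 1 gene at 0.2/h, with 204 genes at an unadjusted p under 0.05.

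In each comparison with AAC, the 2 largest rises and the 2 largest falls were taken among genes with a mean of at least 50 counts whose groups did not overlap, and their adjusted p from edgeR's quasi-likelihood test lay between 4.6e-08 and 0.0094. In MH34 at 0.1/h, PCK1 (YKR097W) had a log2 fold change of 6.32 (standard error 0.26). HXT17 (YNR072W), which had 0 and 2 counts in AAC, was at least 31.3-fold higher there and at least 13.9-fold higher in B184 at 0.1/h. FLO11 (YIR019C) had a log2 fold change of 6.44 in B184 at 0.1/h, with a standard error of 1.36. The falls at 0.1/h were those of HXT6 (YDR343C), with a log2 fold change of −5.95 in MH34 and a level at least 66.6-fold lower in B184, and of ADH2 (YMR303C), with log2 fold changes of −5.17 and −5.82. The ADH2 counts of the AAC replicates at 0.1/h were 2494 and 6639. At 0.2/h, HXT13 (YEL069C) was at least 57.6-fold higher in MH34 and at least 67.0-fold higher in B184. The other rises were those of SAE3 (YHR079C-A), at least 28.2-fold higher in MH34, and HXT17, at least 26.8-fold higher in B184. HXT6 was at least 52.4-fold lower in MH34 and had a log2 fold change of −5.07 in B184, and CSS1 (YIL169C) had log2 fold changes of −6.30 and −6.74. HXT6 has a near-identical copy in HXT7, and HXT13 in HXT17, so the counts of these genes are uncertain. The changes named at 0.1/h, those of PCK1 and ADH2 among them, include any effect of the added ethanol.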

Next, we analyzed the changes of specific bioprocesses in the proteome and transcriptome and listed the processes changing significantly (*P < *0.05) in MH34 or B184 as revealed by proteome (Fig. 2) and transcriptome (Fig. S2) analysis. Out of 99 Yeast GO-Slim bioprocesses, 78 were upregulated or downregulated at the transcriptome level, with a log_2_ fold change from −0.36 to 0.83. In the proteome, only 18 processes were differentially expressed, with the a log_2_ fold change from −0.82 to 1.55. Clearly, the transcriptome is remodeled in a global manner but at a smaller scale, while the proteome changes in a more specific manner that precisely impacts bioprocesses related to protein production, including amino acid transport, vitamin metabolism, protein modification, protein phosphorylation, and so on. 

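The size of the changes was compared over the protein-transcript pairs as the median absolute log2 ratio to AAC, with mRNA taken from the normalized counts. At 0.1/h, over 1952 genes, the median was 0.45 for mRNA and 0.49 for protein in MH34 and 0.21 and 0.27 in B184. At 0.2/h, over 1747 genes, it was 0.17 for mRNA and 0.37 for protein in MH34 and 0.19 and 0.47 in B184. Between replicates of a condition, the same median ranged from 0.04 to 0.16 for mRNA and from 0.07 to 0.29 for protein, so each difference from AAC exceeded the spread between its replicates. An mRNA ratio of at least 2-fold was found for 15.3% of the genes in MH34 and 3.69% in B184 at 0.1/h and for 4.06% and 4.69% at 0.2/h. The corresponding shares for protein were 21.8%, 4.51%, 11.6%, and 20.3%. The mRNA medians moved most when the abundances of Data Set S2 replaced the normalized counts, to 0.23 in MH34 and 0.10 in B184 at 0.1/h and to 0.092 and 0.090 at 0.2/h. That alternative held only the pairs listed down to LCP5, so it changed the genes as well as the scale. From the many processes that changed in the transcriptome with smaller fold changes and the fewer that changed in the proteome with larger ones, the paper concludes that the transcriptome is remodeled globally at a smaller scale, whereas the proteome changes more specifically.

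**Figure D2:**
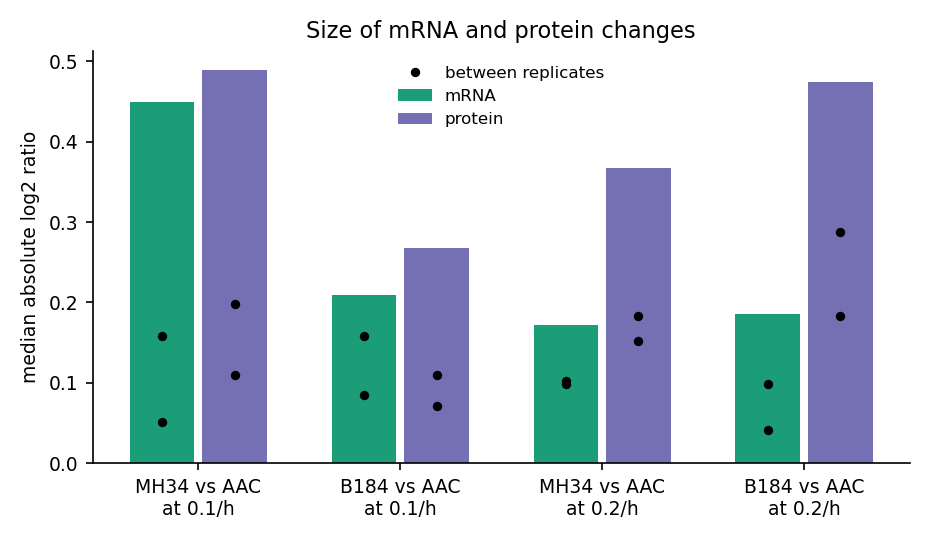
Median absolute log2 ratio to AAC of mRNA and protein in MH34 and B184 at each dilution rate, over 1952 genes at 0.1/h and 1747 at 0.2/h. Bars show the medians, and dots show the same median between the 2 replicates of each of the groups compared, which lie between 0.04 and 0.29, below their bar.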

The differences between transcriptome and proteome showed the reserves in translational capacity of yeast (18). Hence, we focused our analysis on differential expression at the proteome level between the three α-amylase production strains.

**FIG 2:**
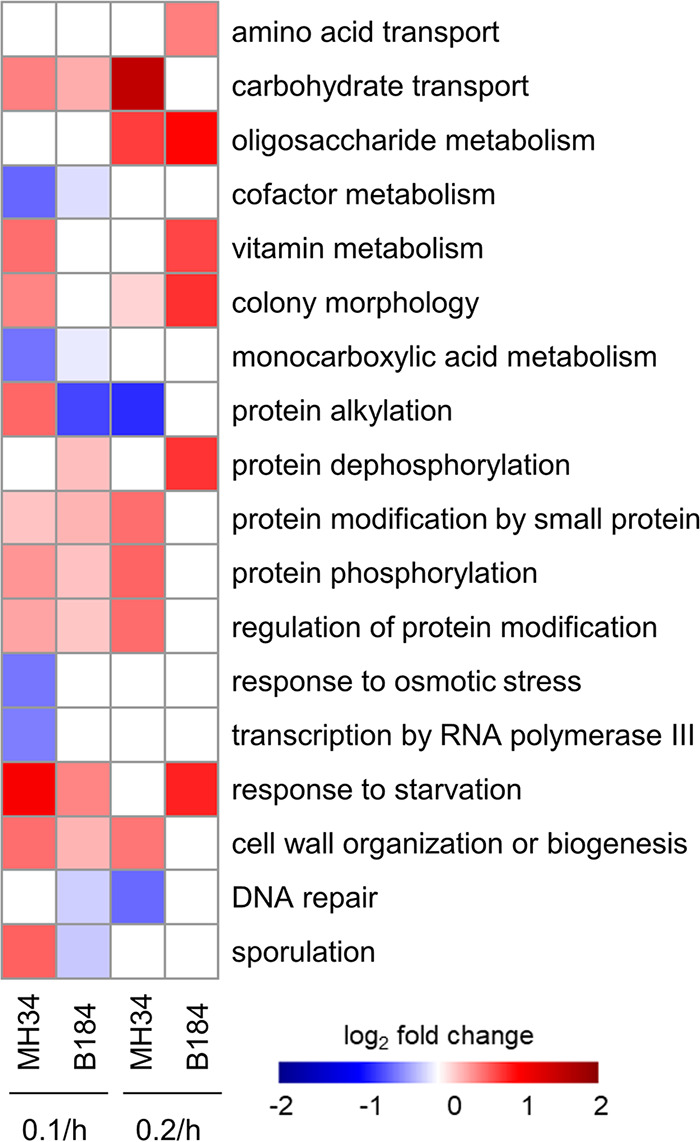
The differentially expressed biological processes (*P < *0.05) in MH34 and B184 revealed by proteome allocation. All proteins were allocated to the 99 Yeast GO-Slim biological processes. The proteome fraction (gram/gram) for each process was used. The expression levels of processes in AAC at 0.1/h and 0.2/h were used as the respective references.

10.1128/mBio.02743-20.2 FIG S2 Overview of differentially expressed biological processes (*P < *0.05) in transcriptome. The expression levels of processes in AAC at 0.1/h and 0.2/h were used as the respective references. Download FIG S2, TIF file, 0.3 MB. Copyright © 2020 Qi et al. 2020 Qi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Significant factors relevant to protein production.

Since we observed differential expression of the process of amino acid transport at the proteome level (Fig. 2), we measured the amino acid uptake rates for 14 amino acids supplemented in our growth medium, which was optimized for protein production (19) (Fig. 3A). The total amino acid uptake rate for all strains was higher at 0.2/h than at 0.1/h, which means that it correlates well with the specific growth rate. However, compared with the rate for AAC, at both dilution rates the total uptake rate was low in MH34 and B184, which suggested that amino acid uptake may not be a limiting factor for α-amylase production. The higher amino acid uptake rate but lower productivity in AAC at 0.1/h could indicate less efficient metabolism in the strain, which was also revealed by previous work (14).

**FIG 3:**
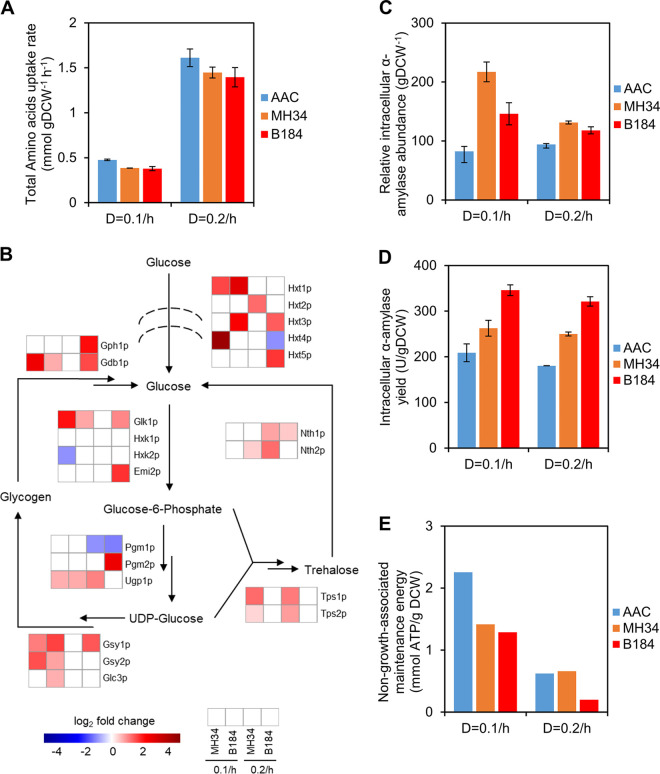
Overview of significant factors relevant to protein production. (A) Total amino acid uptake rates of strains in chemostat cultures. Data shown are mean values ± standard errors of the means of biological duplicates. (B) Differentially expressed proteins (*P < *0.05) related to glycogen and trehalose metabolism. The expression levels in AAC at 0.1/h and 0.2/h were used as the respective references. (C) Relative intracellular α-amylase abundance of strains in chemostat culture. Data shown are mean values ± standard errors of the means of biological duplicates. (D) Intracellular α-amylase yield of strains in chemostat culture. Data shown are mean values ± standard errors of the means of biological duplicates. (E) The non-growth-associated maintenance energy (NGAM) in chemostat cultures as calculated with help of the ecYeast8.3 model.

In addition to amino acid uptake, energy metabolism is also important for protein synthesis and secretion (20). We next investigated the abundance of proteins involved in carbohydrate transport and oligosaccharide metabolism, which were upregulated in the high-α-amylase production strains (Fig. 2). The upregulated proteins mainly participate in glycogen metabolism (Fig. 3B), which links carbohydrate metabolism to protein glycosylation and folding via the production of UDP-glucose (21). α-Amylase is a glycoprotein which carries one *N*-glycan, and UDP-glucose is a critical precursor of *N*-glycans, the changes in composition of which act as a signal that guides the folding process for glycoproteins. For example, when the *N*-glycan changes from Glc_3_Man_9_GlcNAc_2_ (G3M9) to Glc_1_Man_9_GlcNAc_2_ (G1M9), the protein is better folded by relevant enzymes and chaperones, and when it changes from Man_8_GlcNAc_2_ (M8) to Man_7_GlcNAc_2_ (M7), there is increased targeting of the protein to ERAD for degradation (3). Thus, the upregulation in glycogen metabolism is able to offer more available sugars, which could be recruited by *N*-glycans, and store more sugars that are trimmed from *N*-glycans, which could support the increased protein production in MH34 and B184.

Different from glycogen metabolism, trehalose metabolism showed differences between MH34 and B184. The proteins in trehalose metabolism were upregulated mainly in MH34 but not in B184 (Fig. 3B). Previous studies had shown that trehalose exerts bidirectional effects on protein folding (22, 23). On the one hand, trehalose can help to prevent folded proteins from denaturing and misfolded proteins from aggregating. On the other hand, trehalose interferes with refolding of denatured proteins by relevant molecular chaperones. Therefore, the upregulation of the trehalose cycle in MH34 suggests a dynamic control of the trehalose concentration in the cell, which could indicate that there are more misfolded proteins in MH34 than in B184.

To compare the fraction of misfolded α-amylase between the three strains, we measured the intracellular α-amylase abundance and activity (Fig. 3C and D). We found that in MH34 the abundance was greater but the activity was lower than that in B184, which means a higher fraction of misfolded α-amylase in MH34 than in B184.

We also investigated energy metabolism-related pathways, including glycolysis, the tricarboxylic acid (TCA) cycle, oxidative phosphorylation, and the pentose phosphate pathway (PPP), at the proteome level (Fig. S3). With the increase of specific growth rate from 0.1/h to 0.2/h, the abundance of glycolytic proteins in MH34 was increased while the expression levels of other pathways were maintained. In contrast, in AAC and B184 the expression of multiple enzymes involved in energy metabolism pathways was decreased. Specifically, the expression of proteins involved in glycolysis and the PPP decreased in AAC, while the expression of proteins involved in glycolysis, the TCA cycle, and the PPP decreased in B184. Since protein production needs a considerable fraction of energy in the overall cell metabolism (20), we assumed that the differences in energy metabolism also reflected the differences in protein synthesis and secretion.

10.1128/mBio.02743-20.3 FIG S3 Differential expression of energy metabolism-related pathways (*P < *0.05) in proteome at the dilution rate of 0.1/h to 0.2/h. The first row represents the change in abundances of total proteins working on energy metabolism-related pathways. Download FIG S3, TIF file, 0.1 MB. Copyright © 2020 Qi et al. 2020 Qi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To test this hypothesis, we calculated the energy used for protein synthesis and secretion based on a genome-scale metabolic model with enzyme constraints (ecYeast8.3) (24). Energy used for protein production is a component of the non-growth-associated maintenance energy (NGAM) in ecYeast8.3, which we found to be always lower in B184 than in other strains (Fig. 3E). Especially compared with MH34, due to their similar α-amylase productivity levels in chemostat, the low NGAM level in B184 indicated that B184 expended less energy than MH34 to produce the same amount of correctly folded α-amylase, which was in line with the finding that the fraction of misfolded α-amylase was greater in MH34 than in B184.

### Regulation of *N*-glycans helps to increase the α-amylase yield.

The overall proteome allocation analysis revealed significant differences in protein synthesis-associated processes in addition to energy metabolism (Fig. 2 and 3). We next focused specifically on the protein secretory pathway, which involves more than 160 proteins that are responsible for different posttranslational processes in yeast. A previous yeast protein secretory model divided the secretory machinery into 16 subsystems (2). To reduce the complexity, we merged subsystems with similar functions and simplified the secretory pathway into 8 subsystems, including translocation, ER glycosylation, folding, ER glycosylphosphatidylinositol (GPI) anchoring, ERAD, trafficking between the ER and Golgi compartment, Golgi processing, and sorting. The components of each subsystem are listed in Data Set S1.

10.1128/mBio.02743-20.7 DATA SET S1 Components of protein secretory pathway in yeast. Download Data Set S1, XLSX file, 0.05 MB. Copyright © 2020 Qi et al. 2020 Qi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Proteome analysis revealed the differences in protein glycosylation and folding processes between strains. Since α-amylase is a kind of glycoprotein, the folding pathway is directed by the change of the composition of its *N*-glycans (Fig. 4A). Therefore, we further investigated the proteins involved to elucidate the specific contributors in these strains.

**FIG 4:**
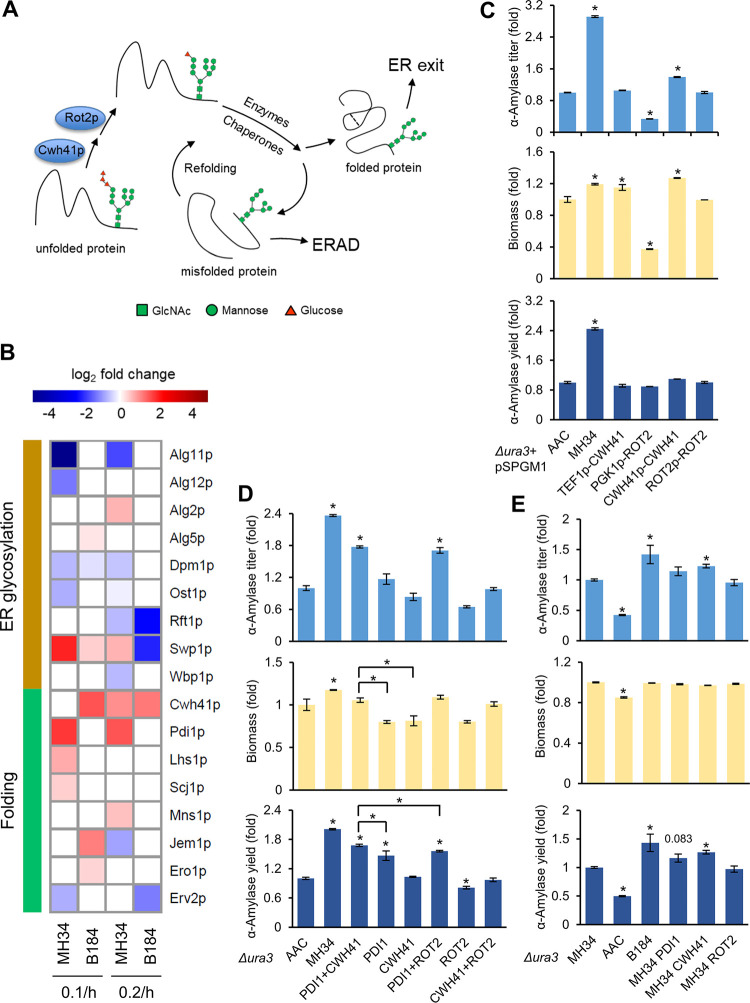
The protein folding pathway. (A) *N*-Glycan-directed protein folding pathway. (B) Differentially expressed proteins (*P < *0.05) related to the ER glycosylation process and the folding pathway. The expression levels in AAC at 0.1/h and 0.2/h were used as the respective references. (C) Promoter evaluation for overexpression of *CWH41* or *ROT2* from plasmids. The plasmid pSPGM1 was used for gene overexpression. (D) α-Amylase titer, biomass, and α-amylase yield of engineered strains in the background of strain AAC. (E) α-Amylase titer, biomass, and α-amylase yield of engineered strains in the background of MH34. For panels C, D, and E, data shown are mean values ± standard errors of the means of biological triplicates. Statistical significance was determined by a two-tailed Student's *t* test. *, *P < *0.05.

Within the ER glycosylation process, there were more downregulated proteins in MH34 than in B184 (Fig. 4B). Among them, Alg11p and Ost1p, which regulated the synthesis of *N*-glycan (3), are downregulated at both dilution rates in MH34 but not in B184. Correspondingly, within the folding process, the glucosidase Cwh41p, which catalyzes the first step in *N*-glycan trimming and initiates the folding process (Fig. 4A), was upregulated at both dilution rates in B184 and only at 0.2/h in MH34. On the other hand, Pdi1p was the only protein in the folding pathway to be upregulated at both dilution rates in MH34 (Fig. 4B). This is in line with its role in disulfide bond formation during protein folding as well as in guiding misfolded proteins to ERAD (3). Previous studies already reported that overexpression of *PDI1* can increase α-amylase production (10, 25).

To validate if the regulation of synthesis and trimming of *N*-glycans could increase protein yield and cause the differences between MH34 and B184, we studied the role of Cwh41p on protein production. First, we tested different promoters for overexpression. We overexpressed *CWH41* under the control of either a strong promoter or the *CWH41* native protomer carried by a multicopy-number plasmid in AAC. We also tested the overexpression of Rot2p, which catalyzes the second step in *N*-glycan trimming (Fig. 4A). The α-amylase titer increased with overexpression of *CWH41*, particularly when it was expressed under its native promoter, reaching a 40% increase in α-amylase production (Fig. 4C). Interestingly, the final biomass was significantly increased in this strain as well, which was rarely observed in previous engineering studies (10, 14, 26). In general, the final biomass is most often lower in strains engineered to overproduce recombinant proteins since increased protein production overloads the folding burden of the cell, leading to accumulation of misfolded proteins and increased energy expenditure in response to cell stress (27). One example is the overexpression of *PDI1*, which increased α-amylase yield but decreased final biomass (10). Here, the increases in both α-amylase production and final biomass suggest that *CWH41* overexpression improves protein production without the accumulation of misfolded proteins. In other words, *CWH41* overexpression might lead to more precise protein folding, consistent with the decreased fraction of misfolded α-amylase in B184.

A previous study reported that the overexpression of *PDI1* under the control of the *TEF1* promoter resulted in a higher α-amylase yield than overexpression using its native promoter (10). In the cases of *CWH41* and *ROT2*, the native promoters led to better results (Fig. 4C). Therefore, here we performed single-copy combinatorial overexpression in AAC with the superior promoter for each gene to further evaluate the role of Cwh41p (Fig. 4D). The data showed that the overexpression of *CWH41* itself did not increase the α-amylase yield in AAC, but the combinational overexpression of *PDI1* and *CWH41* did further increase the yield compared with that of overexpression of *PDI1* alone, which could indicate that the increase in folding precision is more important for strains with improved protein folding capacity. To further validate this, we engineered strain MH34, which has an improved folding capacity compared to that of AAC. The single-copy overexpression revealed that *CWH41* itself can help to increase the α-amylase yield by 27%, with a 43% increase in B184 under the same condition (Fig. 4E), which is in line with the observation that overexpression of *CWH41* helped to further increase the yield in an AAC strain already overexpressing *PDI1*. For *PDI1*, the expression level was already upregulated in MH34 (Fig. 4B), and overexpression therefore did not result in a significant difference. In addition to the single-copy integration, multicopy overexpression via plasmid in MH34 also showed that *CWH41* can increase the α-amylase yield (Fig. S4).

10.1128/mBio.02743-20.4 FIG S4 α-Amylase titer, biomass, and α-amylase yield of engineered strains in the background of MH34. The plasmid pSPGM1 was used for gene overexpression. Data shown are mean values ± standard errors of the means of biological triplicates. Statistical significance was determined by a two-tailed Student’s *t* test. *, *P < *0.05. Download FIG S4, TIF file, 0.05 MB. Copyright © 2020 Qi et al. 2020 Qi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To further study the regulatory mechanisms of Cwh41p and Pdi1p, the mRNA abundance, protein abundance, and translation propensity (protein abundance/mRNA abundance [protein abundance/mRNA abundance is abbreviated as P/T]) were determined (Fig. 5). 

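CWH41 (YGL027C) encodes the glucosidase that trims the first glucose from N-glycans. It lies on chromosome VII of the R64 assembly from 443642 to 446143 on the minus strand, has 1 exon, and overlaps no other annotated gene. Between 1093 and 1933 reads per library were counted on it. At 0.1/h, its mRNA was 167 ± 6.9 CPM (counts relative to library size, after TMM normalization; SD, n = 2) in AAC, 126 ± 2.3 in MH34, and 175 ± 21.5 in B184. At 0.2/h, it was 205 ± 8.4 CPM in AAC, 162 ± 14.8 in MH34, and 153 ± 2.4 in B184. In edgeR's quasi-likelihood test, the log2 fold change against AAC at 0.1/h was −0.41 (standard error 0.09, adjusted p = 0.0021) in MH34 and 0.06 (standard error 0.09, adjusted p = 0.61) in B184. At 0.2/h, the same test gave −0.34 (standard error 0.09, adjusted p = 0.015) in MH34 and −0.43 (standard error 0.09, adjusted p = 0.0042) in B184. For CWH41 and PDI1 in these 4 comparisons, 3 of the 4 CWH41 results were under 0.05 over all genes tested, and 3 when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. The value for B184 at 0.1/h was decided by 1 library, since it was −0.07 without replicate 1 of B184 and 0.18 without replicate 2. In the other 3 comparisons, the log2 fold changes moved most when the paper's abundances replaced the counts, to −0.21 in MH34 at 0.1/h and to −0.10 in MH34 and −0.15 in B184 at 0.2/h. Across the other settings tried for MH34 at 0.2/h, the adjusted p ranged from 0.0154 to 0.131, and it passed 0.05 with no normalization beyond library size (log2 fold change −0.22, adjusted p = 0.131 from edgeR) and with only the groups compared in the fit (−0.33, adjusted p = 0.0527 from edgeR).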

For Cwh41p, compared with AAC, at the transcriptional level there was a limited increase in the evolved strains (less than 5% increase in B184 at 0.1/h and even a decrease under the other three conditions), and at the translational level the abundance significantly increased (over 100% increase in B184 at both dilution rates). Thus, the increase in Cwh41p mainly depends on posttranscriptional regulation. 

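P/T was computed for each replicate as the paper's protein abundance (fmol/mg DCW) divided by the FPKM from the counts. For CWH41 at 0.1/h, P/T was 0.641 ± 0.089 (SD, n = 2) in AAC, 1.32 ± 0.14 in MH34, and 1.53 ± 0.18 in B184. At 0.2/h, it was 0.651 ± 0.061 in AAC, 1.41 ± 0.15 in MH34, and 1.70 ± 0.23 in B184. The mean P/T was therefore higher than in AAC by 105% in MH34 and 139% in B184 at 0.1/h and by 117% and 161% at 0.2/h. Both replicates of each evolved strain lay above both replicates of AAC at the same rate, and 2 replicates against 2 are too few for a permutation test to pass 0.05. The paper's protein abundances in Data Set S1 were higher than in AAC by 44.6% in MH34 and 155% in B184 at 0.1/h and by 85.7% and 108% at 0.2/h. With the mRNA abundances of Data Set S1 in place of FPKM, the log2 ratio of P/T in MH34 at 0.1/h moved from 1.04 to 0.74. From an mRNA that hardly rose or fell beside a protein that rose, the paper concludes that the increase of Cwh41p depends mainly on posttranscriptional regulation.

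**Figure D3:**
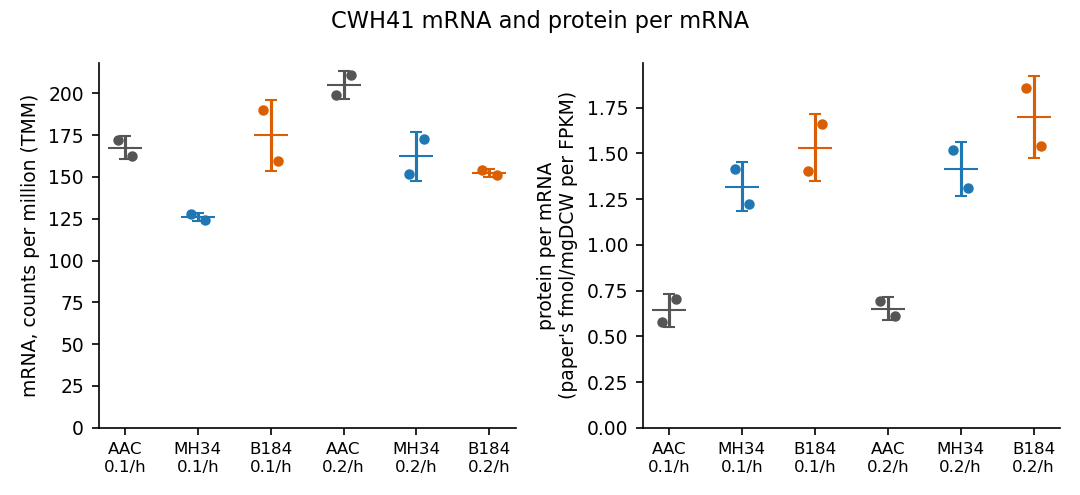
CWH41 mRNA in TMM-normalized CPM (left) and P/T as the paper's protein abundance in fmol/mg DCW per FPKM (right), by strain and dilution rate. Dots are replicates, horizontal lines means, and error bars the SD of the 2 replicates, with mean P/T near 0.641 and 0.651 in AAC and from 1.32 to 1.70 in the evolved strains.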

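PDI1 (YCL043C) encodes protein disulfide isomerase and lies on chromosome III of the R64 assembly from 48653 to 50221 on the minus strand, in 1 exon. Between 10217 and 32544 reads per library were counted on it. Its mRNA at 0.1/h was 1528 ± 116 CPM (SD, n = 2) in AAC, 1887 ± 53 in MH34, and 2672 ± 92.6 in B184. At 0.2/h, it was 1970 ± 211 CPM in AAC, 3078 ± 458 in MH34, and 2950 ± 111 in B184. The log2 fold change against AAC at 0.1/h was 0.30 (standard error 0.13, adjusted p = 0.0565 from edgeR's quasi-likelihood test) in MH34 and 0.81 (standard error 0.13, adjusted p = 8.1e-04 from the same edgeR test) in B184. At 0.2/h, it was 0.64 (standard error 0.13, adjusted p = 0.0036 from the same edgeR test) in MH34 and 0.58 (standard error 0.13, adjusted p = 0.0058 from the same edgeR test) in B184. The 4 PDI1 comparisons thus gave 3 results under 0.05 over all genes tested and 4 when adjusted over the list alone. For MH34 at 0.1/h, the adjusted p was 0.0393 with DESeq2's Wald test and 0.0435 among genes with at least 10 counts in every library, and it ranged up to 0.227 over the other settings tried with edgeR. The genes of chromosome III were higher in the evolved strains as a group. Without PDI1, their median log2 fold change exceeded that of the other chromosomes by 0.86 in MH34 and 0.95 in B184 at 0.1/h and by 1.01 and 0.99 at 0.2/h, and PDI1 lay below the chromosome III median in all 4 comparisons, by −0.54, −0.09, −0.34, and −0.38.

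**Figure D4:**
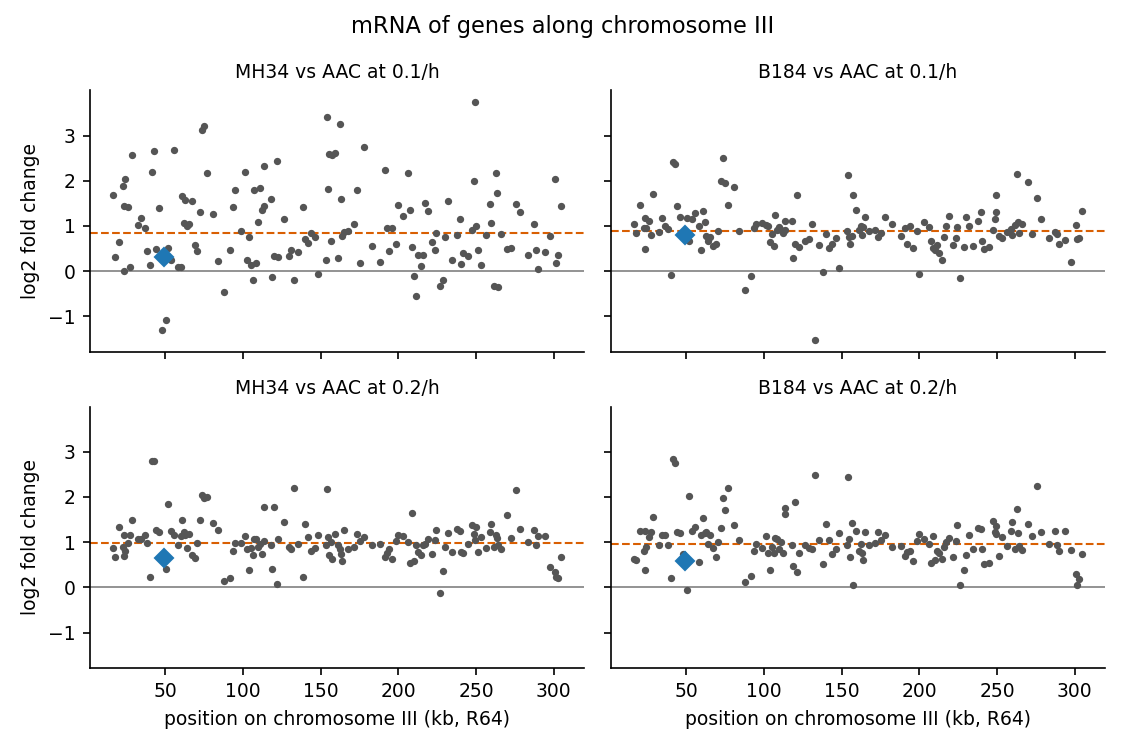
Log2 fold changes against AAC of the genes along chromosome III (kb, R64) in MH34 and B184 at each dilution rate. Grey dots are genes, the blue diamond is PDI1, and the dashed line is the median of the chromosome, from 0.84 to 0.99, with PDI1 below it in each panel.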

For Pdi1p, there was already a significant increase at the transcriptional level in the two evolved strains, but the different levels of posttranscriptional regulation led to different protein abundances (over 50% increase in the P/T value in MH34 at both dilutions and a decrease in the P/T value in B184). Thus, the regulation of Pdi1p needs both transcriptional and posttranscriptional regulation.

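For PDI1 at 0.1/h, P/T was 0.969 ± 0.310 (SD, n = 2) in AAC, 2.47 ± 0.37 in MH34, and 0.970 ± 0.148 in B184. At 0.2/h, it was 2.86 ± 0.21 in AAC, 4.38 ± 0.91 in MH34, and 1.95 ± 0.37 in B184. Relative to AAC, the mean P/T of MH34 was higher by 155% at 0.1/h and by 53.1% at 0.2/h, and its replicates lay above those of AAC at both rates. The value at 0.2/h rested in part on 1 library, since the log2 ratio of 0.61 became 0.39 without replicate 1 of MH34. In B184, the mean P/T differed from that of AAC by 0.105% at 0.1/h, where the replicates of the 2 strains overlapped. The log2 ratio there was −0.29 without replicate 1 of AAC and 0.37 without replicate 2 of AAC. At 0.2/h, the mean P/T of B184 changed by −31.6%, with both replicates below those of AAC. The mean protein abundances of the paper were higher than in AAC by 198% in MH34 and 83.0% in B184 at 0.1/h and by 154% and 8.79% at 0.2/h. For B184 at 0.2/h, the protein replicates overlapped with those of AAC. From an mRNA that rose in both evolved strains beside a P/T that rose in MH34 and fell in B184, the paper concludes that Pdi1p is regulated at both levels.

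**Figure D5:**
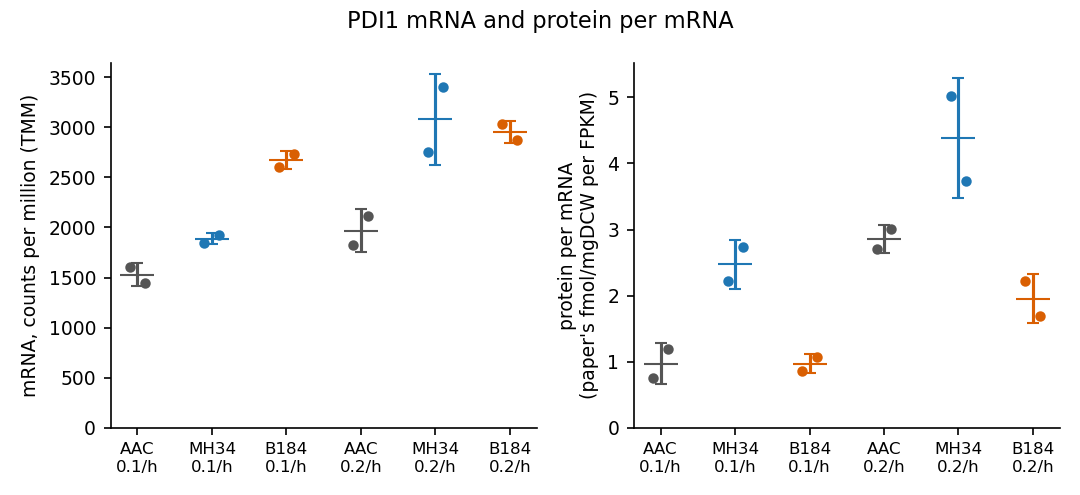
PDI1 mRNA in TMM-normalized CPM (left) and P/T as the paper's protein abundance in fmol/mg DCW per FPKM (right), by strain and dilution rate. Dots are replicates, horizontal lines means, and error bars the SD of the 2 replicates, with mean P/T from 0.969 (AAC) to 2.47 (MH34) at 0.1/h and from 1.95 (B184) to 4.38 (MH34) at 0.2/h.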

**FIG 5:**
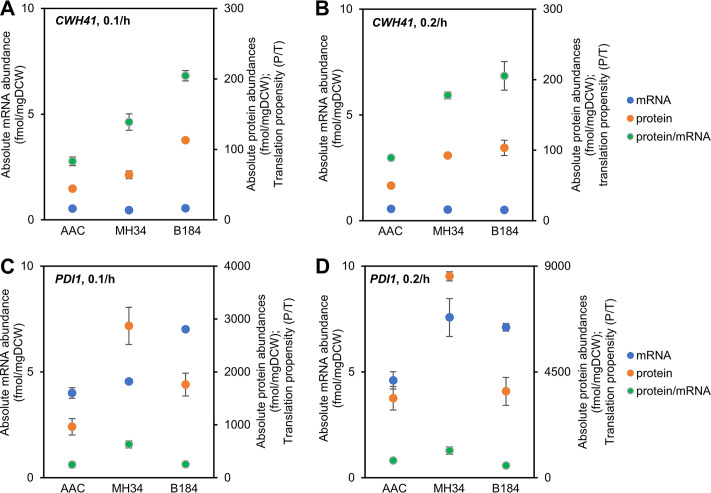
The mRNA abundance, protein abundance, and translation propensity (protein abundance/mRNA abundance) of *CWH41* or *PDI1* of strains in chemostat cultures.

## DISCUSSION

In this study, we systematically analyzed the global differences among three S. cerevisiae strains to identify potential mechanisms for improved α-amylase production in the two evolved strains. In addition to the upregulated protein folding and protein modification processes, which help the evolved strains produce more α-amylase than the original strain, we also found significant differences between the two evolved strains at the proteome and protein production levels. More proteins working on the ER glycosylation process, such as Agl11p, Alg12p and Ost1p, were downregulated in MH34 than in B184 (27), and, correspondingly, MH34 produced a greater fraction of misfolded α-amylase and thus needed to allocate more energy for protein production at both dilution rates than B184. Further studies showed that the overexpression of *CWH41* can help MH34 increase α-amylase yield. Considering the role of Cwh41p in the protein folding process and the importance of protein glycosylation to the folding process of glycoproteins (28), we assumed that the overexpression of *CWH41* decreased the fraction of misfolded α-amylase in MH34 and thus increased the yield.

Examining the path from AAC to MH34 and then to B184 also reveals the precision of protein folding as a novel target for improving recombinant protein production through directed engineering. To date, efforts concerning the folding mechanisms to improve protein production have primarily targeted folding capacity and degradation of misfolded proteins (10, 29–31). Our study indicates that folding precision is another important component in this process, and its improvement can lead to higher recombinant protein yield.

Here, we identified that the glucosidase Cwh41p plays an important role in protein folding precision control, thus representing a valuable target that can be engineered for improving recombinant protein production. Unlike Pdi1p, for which abundance relies on both transcriptional and posttranscriptional regulation, Cwh41p mainly depends on posttranscriptional regulation, which is in line with the promoter selection for the overexpression of these two genes. The native promoter provided *CWH41* with better posttranslational regulation, and the strong promoter provided *PDI1* with better transcriptional regulation. The detailed regulatory mechanisms need further studies. In addition, many human diseases caused by protein misfolding (4), including Alzheimer’s disease, Parkinson’s disease, and type II diabetes, may benefit from further study of glucosidase I (GI) (3), which is the mammalian homologue of Cwh41p, and its control of protein folding precision as a possible target for new drugs to be used for treatment of these protein misfolding diseases.

## MATERIALS AND METHODS

### Strains, plasmids, and primers.

All strains, plasmids, and primers used in this study are listed in Table S1 in the supplemental material. Plasmids for gene overexpression were constructed by insertion of the gene fragment, which was amplified from the yeast genome by corresponding primer pairs and then assembled with the expression vector pSPGM1 through the Gibson assembly method. The guide RNA (gRNA) plasmid was constructed by recombining gRNA sequence-containing DNA fragments with vector backbone through the Gibson assembly method. The standard lithium acetate (LiAc)/single-stranded DNA (SS-DNA)/polyethylene glycol (PEG) method was used for yeast transformation.

10.1128/mBio.02743-20.5 TABLE S1 Strains, plasmids, and primers used in this study. Download Table S1, DOCX file, 0.03 MB. Copyright © 2020 Qi et al. 2020 Qi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Media and culture conditions.

For strain constructions, yeast strains were grown in synthetic dextrose-uracil (SD-URA) medium or yeast extract-peptone-dextrose (YPD) medium supplemented with 100 mg/liter nourseothricin at 30°C according to the auxotrophy or the resistance of the cells. For α-amylase production in shake flasks, yeast strains were cultured for 72 h at 200 rpm at 30°C with an initial optical density at 600 nm (OD_600_) of 0.1 in the SD-2×SCAA medium containing 20 g/liter glucose, 6.9 g/liter yeast nitrogen base without amino acids, 190 mg/liter Arg, 400 mg/liter Asp, 1,260 mg/liter Glu, 130 mg/liter Gly, 140 mg/liter His, 290 mg/liter Ile, 400 mg/liter Leu, 440 mg/liter Lys, 108 mg/liter Met, 200 mg/liter Phe, 220 mg/liter Thr, 40 mg/liter Trp, 52 mg/liter Tyr, 380 mg/liter Val, 1 g/liter bovine serum albumin (BSA), 5.4 g/liter Na_2_HPO_4_, and 8.56 g/liter NaH_2_PO_4_·H_2_O (pH 6.0), supplemented with 100 mg/liter uracil if needed. For bioreactor carbon-limited chemostat cultures, 20 g/liter glucose in the SD-2×SCAA medium was replaced by 7.5 g/liter glucose, and 5.4 g/liter Na_2_HPO_4_ and 8.56 g/liter NaH_2_PO_4_·H_2_O in the SD-2×SCAA medium were replaced by 2 g/liter KH_2_PO_4_ (pH 6.0). For MH34 and B184 at the dilution rate of 0.1/h, 2 ml of pure ethanol was added to the bioreactor to prevent oscillations. Overnight seed cultures which were grown to an OD_600_ of 3 to 4 were used to inoculate 400 ml of SD-2×SCAA medium in 1-liter bioreactor vessels (DasGip) with an initial OD_600_ of 0.01. The bioreactor system was run at 30°C with 600 rpm agitation and 24 liter/h airflow (pH 6; controlled by KOH).

### Sampling from bioreactor.

Samples for transcriptome, proteome, biomass, α-amylase, and exo-metabolome analysis were collected at the same time. First, the dead volume in the tube was collected and discarded. For transcriptome sampling, biomass was collected into chilled 50-ml Falcon tubes filled with 35 ml of crushed ice. Samples were centrifuged for 4 min at 3,000 × *g* at 4°C; cell pellets were washed once with 1 ml of chilled water, transferred into 1.5-ml Eppendorf tubes, and flash frozen in liquid nitrogen. For proteome sampling, biomass was collected into chilled 50-ml Falcon tubes. Samples were centrifuged for 4 min at 3,000 × *g* at 4°C; cell pellets were washed once with 20 ml of chilled water and once with 1 ml of chilled water, transferred into 1.5-ml Eppendorf tubes, and flash frozen in liquid nitrogen. All samples for transcriptome and proteome analysis were stored at −80°C until analysis. For biomass analysis, culture broth was collected into chilled 50-ml Falcon tubes. For α-amylase and exo-metabolome analysis, culture broth was collected into chilled 1.5-ml Eppendorf tubes. Samples were centrifuged for 10 min at 15,000 × *g* at 4°C; the supernatant was used for extracellular α-amylase and exo-metabolome analysis and stored at –20°C.

### RNA sequencing and quantification.

RNA was extracted using a Qiagen RNeasy minikit (Qiagen) according to the manufacturer’s protocol. RNA integrity was examined using a 2100 Bioanalyzer (Agilent Technologies). RNA concentration was determined using a Qubit RNA HS assay kit (Thermo Fisher). An Illumina TruSeq Stranded mRNA Library Prep kit (Illumina) was used to prepare mRNA samples for sequencing. Paired-end sequencing (2 by 150 bp) was performed on an Illumina NextSeq 500 system. Reads were quality controlled, mapped to the S. cerevisiae reference genome (Ensembl R64-1-1), and counted using the nf-core transcriptome sequencing (RNA-seq) pipeline (SciLifeLab, Stockholm, Sweden).

The absolute concentrations of 36 transcripts, covering the entire dynamic expression range, were measured using lysates of S. cerevisiae CEN.PK 113-7D cells. Linear regression between the absolute concentrations of these mRNAs and their corresponding fragments per kilobase per million (FPKM) values from RNA-seq were performed to obtain the slope and *y* intercept, which were used to quantify all mRNAs in this study. 

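The conversion was examined by regressing the abundances of Data Set S2 on the FPKM from the deposited counts in each library, over up to 1973 genes. The slope was 0.0032 to 0.0033 fmol/mg DCW per FPKM, and the R2 of the fits 0.975 to 0.990. The intercept was 0.29 to 0.31 fmol/mg DCW, which corresponds to 88.3 to 97.3 FPKM and to 55.5% to 59.9% of the median abundance of a library. The lowest abundance in the part of Data Set S2 used here was 0.291 fmol/mg DCW. As the intercept is added to each gene, the log2 ratios of Data Set S2 are smaller than those of FPKM. Over 1859 to 1862 genes, the slope of the log2 ratios of Data Set S2 to AAC on those of FPKM was 0.54 for both evolved strains at 0.1/h and 0.51 for both at 0.2/h. After the intercept was subtracted, the slopes were 1.10 and 1.06 at 0.1/h and 1.01 and 1.03 at 0.2/h. A constant added to each gene cannot exceed the lowest abundance of a library, whose median over the libraries was 0.291 fmol/mg DCW, and most intercepts, with a median of 0.305, lie above it. With the lowest abundance of each library subtracted instead, a choice made after the data were seen, the slopes were 1.01 in both evolved strains at 0.1/h and 1.01 and 0.999 at 0.2/h. The median abundance of the genes with 0 counts, 0.381 fmol/mg DCW, lies above this limit too and is not an estimate of the constant. Genes with 0 counts in every library included ASP3-1, ASP3-2, ASP3-3, and ASP3-4, chosen after their values were seen, near-identical copies whose lowest abundance in Data Set S2 was 0.383 fmol/mg DCW.

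**Figure D6:**
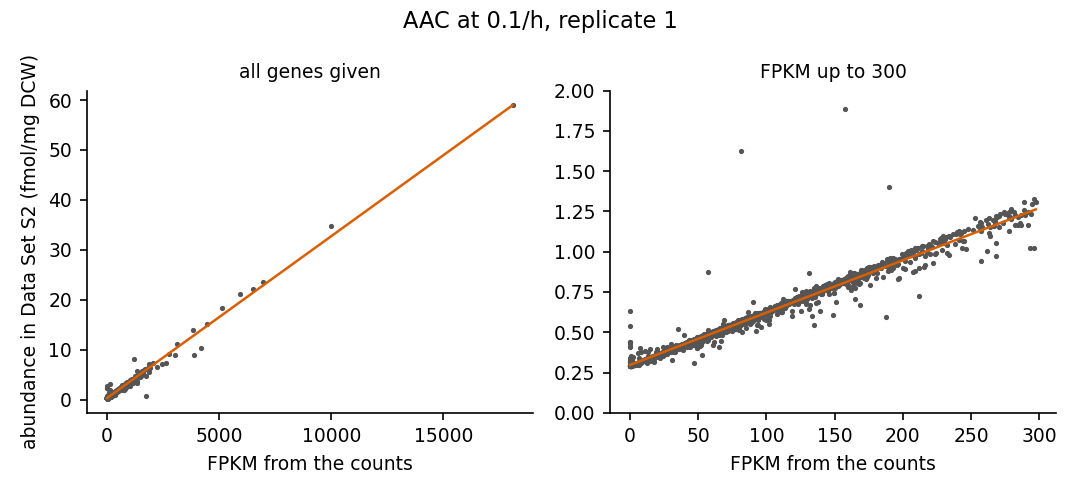
Abundance in Data Set S2 (fmol/mg DCW) against FPKM from the counts for AAC at 0.1/h, replicate 1, over the 1972 genes fitted (left) and those up to 300 FPKM (right). Dots are genes and the line is the linear regression, which meets the vertical axis at 0.298 fmol/mg DCW.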

The *R^2^* value of the linear model was 0.92. The processed quantitative transcriptomics data are given in Data Set S2 in the supplemental material.

10.1128/mBio.02743-20.8 DATA SET S2 Absolute mRNA abundances in chemostat cultures. Download Data Set S2, XLSX file, 0.9 MB. Copyright © 2020 Qi et al. 2020 Qi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Quantitative proteome measurements.

All liquid chromatography-mass spectrometry (LC-MS) experiments were performed on an Orbitrap Fusion Tribrid mass spectrometer (Thermo Fisher) interfaced with an Easy-nLC1200 nanoflow liquid chromatography system (Thermo Fisher). Peptide and protein identification and quantification were performed using Proteome Discoverer, version 2.2 (Thermo Fisher), with Mascot (Matrix Science) as a database search engine.

The global relative protein quantification between the samples was performed via the modified filter-aided sample preparation (FASP) method, which included the two-stage digestion of each sample with trypsin in 1% sodium deoxycholate (SDC)–50 mM triethylammonium bicarbonate (TEAB) buffer and labeling with Tandem Mass Tag (TMT) 10-plex isobaric reagents (Thermo Fischer) according to the manufacturer’s instructions. The pooled reference sample was prepared from the aliquots of the lysates of S. cerevisiae CEN.PK 113-7D cells. The combined TMT-labeled set was prefractionated into 20 final fractions on an XBridge BEH C_18_ column (3.5-μm particle size; 3.0 by 150 mm; Waters Corporation) at pH 10, and each fraction was analyzed using a 60-min LC-MS method.

An intensity-based absolute quantification (iBAQ) approach was used to estimate the absolute protein concentrations in the pooled reference sample. An aliquot of 50 μg of the pooled sample was spiked with 10.6 μg of the UPS2 Proteomics Dynamic Range Standard (Sigma-Aldrich) and digested using the FASP protocol. The label-free data were processed using the Minora feature detection node in Proteome Discoverer, version 2.2, and the quantitative values from three technical (injection) replicates were averaged. Forty-three proteins from the UPS2 standard were detected with two or more unique peptides and used to calculate the linear regression coefficients between the known concentrations of the UPS2 proteins and their corresponding iBAQ measurements. The slope and *y* intercept of the linear regression were used to quantify the yeast proteins in the pooled reference sample. The absolute concentrations were calculated using the iBAQ-based absolute values for the pooled reference sample and the relative abundance values from the TMT experiment. The processed quantitative proteomics data are given in Data Set S3.

10.1128/mBio.02743-20.9 DATA SET S3 Absolute protein abundances in chemostat cultures. Download Data Set S3, XLSX file, 0.4 MB. Copyright © 2020 Qi et al. 2020 Qi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Biomass and exo-metabolome measurements.

For biomass measurements, 5 ml of culture broth was filtered by preweighed, 0.45-μm-pore-size filter paper. The cells were dried in a microwave at 360 W for 20 min and put in a desiccator for at least 3 days. For extracellular metabolite measurements, including those of glucose, ethanol, glycerol, pyruvate, succinate, and acetate, the quantification was performed using a high-performance liquid chromatography (HPLC) system (Thermo Fisher) with a Bio-Rad HPX-87H column (Bio-Rad) at the temperature of 45°C, and 5 mM H_2_SO_4_ was used as the elution buffer at a flow rate of 0.6 ml/min. For extracellular amino acid measurements, the quantification was performed through an LC-tandem MS (LC-MS/MS) system (Thermo Fisher) with an amino acid analyzer (AAA) C_18_ column (SCIEX). The method was developed according to the protocol of the aTRAQ reagents application kit (SCIEX).

### α-Amylase quantification.

The α-amylase activity was measured using an α-amylase assay kit (Megazyme) with a commercial α-amylase from Aspergillus oryzae (Sigma-Aldrich) as the standard. Samples were centrifuged for 10 min at 15,000 × *g* at 4°C, and the supernatant was used for extracellular α-amylase quantification. For intracellular α-amylase quantification, the cell pellet was washed with distilled water and resuspended in 500 μl of phosphate-buffered saline (PBS) with 5 μl of Halt protease inhibitor cocktail (Thermo Fisher). The cell suspension was added to a lysing matrix tube, and cell lysis was performed using a FastPrep-24 tissue and cell homogenizer (MP Biomedicals) by two 60-s cycles at a speed of 6.5 m/s (samples were put on ice for 5 min between the two cycles). Cell debris was removed by centrifugation, and the supernatant fraction was used for amylase quantification.

### Enzyme-constrained modeling.

The genome-scale metabolic model ecYeast8.3 (24) was used to generate enzyme-constrained models (ecModel) for each strain (AAC, MH34, and B184) at each dilution rate (0.1/h and 0.2/h) using the GECKO toolbox (32). Absolute quantitative proteome data were used as upper limits for the protein usages in the model. The default parameter 0.5 for the *f* factor was used in the generation of the models when the total protein pool was constrained. In order to measure the accessory energy that each strain generates except for biomass production, aerobic carbon-limited SD-2×SCAA medium was set in the model, and the non-growth-associated maintenance energy (NGAM) reaction was set as the objective function to represent the accessory energy. Exchange fluxes such as glucose uptake rate, amino acid uptake rates, and by-product production rates were set according to the measurements (Table S2). A value of 1.03 was set to be the flexible factor for fermentation exchange fluxes generated in the chemostat cultures in order not to overconstrain the model. Flux balance analysis (FBA) was used during the simulation.

10.1128/mBio.02743-20.6 TABLE S2 Exchange flux constraints used for ecModel construction. Download Table S2, DOCX file, 0.02 MB. Copyright © 2020 Qi et al. 2020 Qi et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Data availability.

The RNA-seq raw data are available at Genome Expression Omnibus under accession number GSE147204 (33). The mass spectrometry proteomics data have been deposited with the ProteomeXchange Consortium via the PRIDE (34) partner repository under the identifiers PXD012803 (35) for the iBAQ data set and PXD018116 (36) for the TMT-based relative quantification data set. Reasonable requests for supporting data are available from the corresponding author.

# Supplementary material for: Different Routes of Protein Folding Contribute to Improved Protein Production in Saccharomyces cerevisiae
**Source:** mBio. 2020 Nov 10;11(6):e02743-20. doi: 10.1128/mBio.02743-20
**Supplement:** TABLE S1

Table S1. Strains, plasmids and primers used in this study

**Reference**

1. Liu Z, Tyo KEJ, Martínez JL, Petranovic D, Nielsen J. 2012. Different expression systems for production of recombinant proteins in *Saccharomyces cerevisiae*. Biotechnol Bioeng 109:1259–1268.

2. Hou J, Tyo K, Liu Z, Petranovic D, Nielsen J. 2012. Engineering of vesicle trafficking improves heterologous protein secretion in *Saccharomyces cerevisiae*. Metab Eng 14:120–127.

3. Huang M, Bai Y, Sjostrom SL, Hallström BM, Liu Z, Petranovic D, Uhlén M, Joensson HN, Andersson-Svahn H, Nielsen J. 2015. Microfluidic screening and whole-genome sequencing identifies mutations associated with improved protein secretion by yeast. Proc Natl Acad Sci 112:E4689–E4696.

4. Liu Z, Liu L, Österlund T, Hou J, Huang M, Fagerberg L, Petranovic D, Uhlén M, Nielsen J. 2014. Improved production of a heterologous amylase in *Saccharomyces cerevisiae* by inverse metabolic engineering. Appl Environ Microbiol 80:5542–5550.

5. Jessop-Fabre MM, Jakočiūnas T, Stovicek V, Dai Z, Jensen MK, Keasling JD, Borodina I. 2016. EasyClone-MarkerFree: A vector toolkit for marker-less integration of genes into *Saccharomyces cerevisiae* via CRISPR-Cas9. Biotechnol J 11:1110–1117.

6. Chen Y, Partow S, Scalcinati G, Siewers V, Nielsen J. 2012. Enhancing the copy number of episomal plasmids in *Saccharomyces cerevisiae* for improved protein production. FEMS Yeast Res 12:598–607.

7. Huang M, Wang G, Qin J, Petranovic D, Nielsen J. 2018. Engineering the protein secretory pathway of *Saccharomyces cerevisiae* enables improved protein production. Proc Natl Acad Sci 115:E11025–E11032.

# Supplementary material for: Different Routes of Protein Folding Contribute to Improved Protein Production in Saccharomyces cerevisiae
**Source:** mBio. 2020 Nov 10;11(6):e02743-20. doi: 10.1128/mBio.02743-20
**Supplement:** TABLE S2

Table S2. Exchange flux constrains used for ecModel construction

|  | AAC-0.1/h | MH34-0.1/h | B184-0.1/h | AAC-0.2/h | MH34-0.2/h | B184-0.2/h |
| --- | --- | --- | --- | --- | --- | --- |
| P_tot_ (g gDCW^-1^) | 0.42 | 0.42 | 0.42 | 0.42 | 0.42 | 0.42 |
| glucose uptake (mmol gDCW^-1^ h^-1^) | 2.026949029 | 1.567936407 | 1.537793561 | 2.569971571 | 3.208706 | 2.61378646 |
| Arg uptake (mmol gDCW^-1^ h^-1^) | 0.052343038 | 0.053079771 | 0.052673734 | 0.053932727 | 0.054185763 | 0.04667075 |
| Asp uptake (mmol gDCW^-1^ h^-1^) | 0.215556263 | 0.151844049 | 0.142247009 | 0.170878547 | 0.173481956 | 0.141838005 |
| Glu uptake (mmol gDCW^-1^ h^-1^) | 0.53159071 | 0.296546135 | 0.307981129 | 0.44867443 | 0.458574084 | 0.360717284 |
| Gly uptake (mmol gDCW^-1^ h^-1^) | 0.091180537 | 0.107246827 | 0.099962638 | 0.066441886 | 0.072313861 | 0.066604609 |
| His uptake (mmol gDCW^-1^ h^-1^) | 0.060901338 | 0.054173666 | 0.048421784 | 0.047142728 | 0.047659799 | 0.04031022 |
| Ile uptake (mmol gDCW^-1^ h^-1^) | 0.143539736 | 0.125005615 | 0.109922297 | 0.112610597 | 0.114392288 | 0.098159191 |
| Leu uptake (mmol gDCW^-1^ h^-1^) | 0.234080876 | 0.196221686 | 0.169380337 | 0.16459354 | 0.170575427 | 0.147746313 |
| Lys uptake (mmol gDCW^-1^ h^-1^) | 0.175935643 | 0.142013039 | 0.130724579 | 0.159781776 | 0.161949524 | 0.136669893 |
| Met uptake (mmol gDCW^-1^ h^-1^) | 0.071346734 | 0.055422881 | 0.053599179 | 0.047015084 | 0.044934446 | 0.040509703 |
| Phe uptake (mmol gDCW^-1^ h^-1^) | 0.096209991 | 0.079928138 | 0.072517436 | 0.065415978 | 0.06700728 | 0.058747248 |
| Thr uptake (mmol gDCW^-1^ h^-1^) | 0.157136295 | 0.127500391 | 0.116028484 | 0.116421817 | 0.112609234 | 0.09803052 |
| Trp uptake (mmol gDCW^-1^ h^-1^) | 0.017863343 | 0.014271675 | 0.013834162 | 0.012937414 | 0.012978026 | 0.011695828 |
| Tyr uptake (mmol gDCW^-1^ h^-1^) | 0.024977497 | 0.020612303 | 0.019492225 | 0.01692814 | 0.017257843 | 0.01551929 |
| Val uptake (mmol gDCW^-1^ h^-1^) | 0.195541751 | 0.171038156 | 0.148823372 | 0.157448998 | 0.160021851 | 0.134379031 |
| CO_2_ production (mmol gDCW^-1^ h^-1^) | 6.259201412 | 4.842124095 | 5.731696905 | 6.016296311 | 6.139778424 | 5.624092759 |
| pyruvate production (mmol gDCW^-1^ h^-1^) | 0.003003499 | 0.003116136 | 0.002010884 | 0.008798837 | 0.013527388 | 0.009043104 |
| succinate production (mmol gDCW^-1^ h^-1^) | 0 | 0 | 0 | 0 | 0 | 0 |
| glycerol production (mmol gDCW^-1^ h^-1^) | 0.03857589 | 0.172304186 | 0.07510447 | 0.500915714 | 0.378783129 | 0.256741346 |
| acetate production (mmol gDCW^-1^ h^-1^) | 0 | 0.196093813 | 0.251298718 | 0.428893556 | 0.29318302 | 0.311421819 |
| ethanol production (mmol gDCW^-1^ h^-1^) | 0 | 0 | 0 | 0.202464707 | 1.760815902 | 0.846638824 |

How the deposited data were processed for this re-analysis (not part of the article)

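The samples are chemostat cultures of 3 S. cerevisiae strains that secrete α-amylase, the original strain AAC and the evolved strains MH34 and B184, at dilution rates of 0.1/h and 0.2/h, each in biological duplicate. The authors isolated RNA, prepared stranded mRNA libraries, sequenced them in pairs of reads, mapped the reads to the reference genome, counted reads per gene, and deposited these counts without normalization for 7126 genes in 12 libraries. Totals were whole numbers that ranged from 6040221 to 10785960 counts per library. The paper names the nf-core pipeline for mapping and counting, but not the aligner, the counting tool, the strand setting, or the treatment of reads that map to several genes, so the counts of near-identical, overlapping, and antisense genes are uncertain. The authors also computed FPKM from their reads and converted it to absolute mRNA abundance in fmol/mg DCW, which Data Set S2 gives per gene, and measured absolute protein abundance in fmol/mg DCW, which Data Set S3 gives. Data Set S1 gives the values of secretory genes, and its assignment of genes to 8 secretory subsystems was used here. Of Data Set S2, the part down to LCP5 was used, and of Data Set S3, the part down to RSA4, with 1998 genes each. No enrichment was computed on these parts, because both follow the order of gene names and are not a sample of the genes measured. Protein measurements, flux measurements, and the mapping of genes to biological processes were not analysed here beyond the values named.

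Gene identifiers were matched to the RefSeq annotation of the R64 assembly, the assembly that the authors used in the annotation of Ensembl. Of the 7126 genes, 6048 matched, and the 1078 without a match held between 0.194% and 0.216% of the counts of a library. FPKM was computed as counts scaled to exon length and library total. CPM values were computed with TMM normalization. Differences between groups were tested in edgeR 4.0.16 under R 4.3.3, with TMM normalization, edgeR's filter on low counts by group, which left 6044 genes, and the robust quasi-likelihood test in 1 fit of the 6 groups. The median prior degrees of freedom were 4.99. P-values were adjusted by the Benjamini-Hochberg method over the 6044 genes, with 0.05 as the threshold. The comparisons were each evolved strain with AAC at the same dilution rate, the evolved strains with each other, 0.2/h with 0.1/h in each strain, and the dependence of the strain effects on the dilution rate. The comparison of this dependence between B184 and MH34 was added after the data were seen. For CWH41 and PDI1, 8 tests were also adjusted over the list alone.

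At this depth, the median standard error of a log2 fold change between 2 groups was 0.10. The analysis was tested on simulated data, with counts drawn for 6044 genes from the means and totals of the real libraries. Of 198 changed genes among the 6000 tested, 179 were found with the right sign, and 8 unchanged genes were called. At the smallest simulated absolute log2 fold change, 0.585, 42 of 56 genes were found, and an unchanged comparison gave 0 calls. A raised set of 20 genes had a camera p of 4.0e-11 and an unchanged set one of 0.607. The simulated genes were independent, few were changed, and all groups had the same spread. The simulation therefore does not show how the tests behave with many changed genes, unequal spreads or correlated genes, as in the real libraries. On 6006 simulated genes, 1 raised chromosome was called, with a shift of 0.397 where 0.4 was simulated, and R2 was recovered as 0.243 for 0.25 and the intercept of the conversion as 0.300 for 0.3.

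Most genes named in the text follow a rule set before the data were examined. BPT1, KAR2, ERO1, HAC1, IRE1, and the ASP3 copies were chosen after their values were seen. The genes of the rule are CWH41, PDI1, ALG11, ALG12, OST1, and ROT2, which the paper names, TPI1, which is deleted in all 3 strains and checks the counting, and, in each of the 4 comparisons with AAC, the 2 largest rises and the 2 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 counts over the 12 libraries, and no overlap between the 2 groups. Sets of genes were tested with camera in limma 3.58.1, with an inter-gene correlation preset at 0.01. The sets were the 8 secretory subsystems and 11 lists for glycogen metabolism, trehalose metabolism, hexose transport and phosphorylation, glycolysis, the TCA cycle, oxidative phosphorylation, the pentose phosphate pathway, ethanol use and gluconeogenesis, the unfolded protein response, thiamine biosynthesis, and cytosolic ribosomal proteins. The median log2 fold change of each of 16 nuclear chromosomes was compared with that of the other chromosomes by 100000 permutations of genes, with a minimum shift of 0.2. These and the correlations were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and drawn with matplotlib 3.10.9.

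R2 between protein and mRNA was computed on log10 values averaged over duplicates, for genes with values of both. P/T is the paper's protein abundance divided by FPKM from the counts, per replicate. Errors are SDs of 2 replicates. Principal components used edgeR's log2 CPM, with its default prior count, of genes with a mean of at least 50 counts. Deviations of single libraries used log2 CPM with a constant of 0.5 added. Alternatives tried were other normalizations (none beyond library size, and DESeq2's size factors), DESeq2's Wald test (version 1.42.0), other filters (no filter, at least 10 counts in every library, and at least 100 counts in every library for chromosomes), a log2 fold change threshold of 1, fits of only the groups compared, the replicate number as a block, the paper's abundances in place of counts, a linear scale, squared Spearman correlation, genes measured at both rates, fry and an estimated correlation for sets, and fits that left out 1 library. Added after the data were seen were a removal of the trend on gene length and GC content in each library by a spline with 4 degrees of freedom, a thinning of all libraries to the smallest total, R2 without ribosomal protein genes, and the lowest abundance of each library as the constant of the conversion.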

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

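Of the tests below, those on chromosome III and on MH34 at 0.1/h were chosen only after the results were seen. The choices of comparisons, gene lists, and alternatives were made before the data were examined, except where an addition is named.

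The genes of chromosome III, PDI1 among them, carried more mRNA in both evolved strains than in AAC. The paper discusses PDI1 but not the chromosome. The median log2 fold change of the 151 genes of this chromosome exceeded that of the other chromosomes by 0.85 in MH34 and 0.95 in B184 at 0.1/h and by 1.01 and 0.99 at 0.2/h. Each of these shifts had a permutation p of 1e-05, the smallest that the 100000 permutations can give, and an adjusted p of 1.6e-04, and all 8 libraries of the evolved strains lay above all 4 AAC libraries in the chromosome III median, by at least 0.82. No other chromosome had a shift of at least 0.2 with an adjusted p under 0.05. Several technical explanations were weighed. A few strongly changed genes would leave most genes in place, but at least 91.4% of the chromosome III genes were higher in each comparison. A rise of 1 part of the chromosome would leave other parts near 0, but over 5 windows the lowest median exceeded that of the other chromosomes by 0.64. Removing the trend on gene length and GC content left a lowest shift of 0.92, and keeping only genes with at least 100 counts in every library left 0.86. Mislabelled libraries would overlap with AAC, against the gap of 0.82. A low level in AAC would place chromosome III under the other chromosomes there, but its FPKM median differed from theirs by −0.0033 in AAC at 0.1/h and 0.02 at 0.2/h. An extra copy of chromosome III in MH34 and B184 needs the proteins to rise as well, and the median of its 46 to 51 proteins in the part of Data Set S3 used exceeded that of other proteins by at least 0.41. That stays open as a candidate explanation, since log2 shifts near 1 also fit any other cause that raises most of the chromosome, and no DNA was analysed here.

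The effect of MH34 against AAC depended on the dilution rate far more often than that of B184. In edgeR's quasi-likelihood test of the difference itself, 3212 genes had a MH34 effect that differed between 0.2/h and 0.1/h at an adjusted p under 0.05 (1607 higher and 1605 lower at 0.2/h), and 332 a B184 effect that did (197 and 135). In the comparison added after the data were seen, the difference between B184 and MH34 depended on the rate for 3134 genes (1679 and 1455). A bias of gene length or GC content is argued against by the 2975 genes left for MH34 after that trend was removed, and a difference in library size by the 3021 genes left when all libraries were thinned to the smallest total. MH34 libraries at 0.1/h taken from 0.2/h cultures would not differ from MH34 at 0.2/h, but 1619 genes did. These are fewer than the 4121 genes that differed between the rates in AAC and the 4026 in B184. The mean log2 CPM of MH34 at 0.1/h had a Pearson correlation over genes, which are not independent replicates, of 0.979 with MH34 and with B184 at 0.2/h, against 0.918 with AAC and 0.950 with B184 at 0.1/h, while MH34 and B184 at 0.2/h had 0.997 with each other. MH34 at 0.1/h thus lay nearer to the evolved strains at 0.2/h than to the other strains at its own rate. Libraries taken from AAC cultures would have a low chromosome III median, but in the lower of the MH34 libraries at 0.1/h it lay 0.28 above the other chromosomes, each gene taken relative to its mean over all libraries. A difference in growth state that reaches the proteome predicts that ribosomal proteins rise with their mRNAs in MH34 at 0.1/h. The median of 92 ribosomal proteins exceeded that of other proteins by 0.12 there, against at most 0.04 between replicates, with 57 of 92 higher, while their mRNA median was 1.11. In B184 against MH34 at 0.1/h, the ribosomal protein median was −0.53, with 19 of 92 higher and at most 0.02 between replicates, and the mRNA median −1.23. Both comparisons go in the direction that this explanation predicts, but the protein rise in MH34 was small beside its mRNA rise. From 0.1/h to 0.2/h, the ribosomal protein median rose by 0.59 in AAC with an mRNA median of 1.52. It rose by 0.18 in MH34 with 0.41 and by 1.02 in B184 with 1.64, where replicates differed by up to 0.37 and 0.49. The paper does not say which protein samples were labelled in 1 set, so a difference between sets may enter these changes. Part of the difference between B184 and MH34 at 0.1/h lies in B184, whose ribosomal protein median against AAC was −0.35 with an mRNA median of −0.10. At 0.2/h, the protein median of B184 against MH34 was 0.55 with an mRNA median of 0.0030, but replicates there differed by up to 0.49. The explanation stays open, as does an effect in MH34 alone of the ethanol that the paper added to the MH34 and B184 cultures at 0.1/h. For both strains, the dependence on the rate includes any effect of this ethanol, which the paper does not name for AAC. The pattern rests on 2 cultures of MH34 at 0.1/h, and whether a repeat of that culture would show it was not tested.

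The same dependence on the rate appeared in lists of genes, tested by camera. For MH34, the effect at 0.2/h minus that at 0.1/h had a median of −0.68 for oxidative phosphorylation (5 of 35 genes above 0, adjusted p 5.0e-05 from camera) and −1.07 for cytosolic ribosomal proteins (7 of 138, adjusted p 5.9e-36 from camera). For B184, it was 0.23 for glycolysis (13 of 16, adjusted p 0.0284 from camera), −0.19 for the unfolded protein response (3 of 18, adjusted p 0.0313 from camera), and 0.30 for thiamine biosynthesis (17 of 20, adjusted p 0.0284 from camera). In the added comparison of B184 with MH34, it was 1.11 for glycolysis (14 of 16, adjusted p 0.0284 from camera), 0.59 for oxidative phosphorylation (32 of 35, adjusted p 5.0e-05 from camera), and 1.26 for cytosolic ribosomal proteins (131 of 138, adjusted p 4.7e-42 from camera). Under fry, the MH34 results kept an adjusted p under 0.05 (0.0242 and 0.0026), and the B184 results did not (0.213, 0.334, and 0.213). With an estimated correlation, each of these 5 had 0.887. For MH34, fry also called hexose transport and phosphorylation (median −0.50, adjusted p 0.0038, against 0.299 from camera). Camera also called glycolysis for MH34 with the trend on gene length and GC content removed (median −0.56, adjusted p 0.0451, against 0.293). The added comparison was run with camera alone. The explanations weighed above for MH34 at 0.1/h apply to the MH34 lists and the added comparison, but not to the B184 lists. The B184 cultures at 0.1/h also received ethanol, however. For the B184 lists, an effect of this ethanol cannot be told apart from a dependence of the strain effect on the rate. With the trend on gene length and GC content removed, the B184 lists had adjusted p of 0.0274, 0.0402, and 0.0274 from camera. No other explanation was tested for these lists.

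Among the genes that the paper names and TPI1, the dependence on the rate was found by edgeR's quasi-likelihood test for 5 of 7. CWH41 and PDI1 had differences of −0.56 (standard error 0.13, adjusted p 0.0038) and −0.56 (standard error 0.18, adjusted p 0.024) between B184 and MH34 in the added comparison. ALG11 had −0.37 (standard error 0.10, adjusted p 0.0087) for MH34 and 0.52 (standard error 0.10, adjusted p 0.0012) in the added comparison, and ALG12 had 0.26 (standard error 0.10, adjusted p 0.047) for MH34. TPI1 had 2.40 (standard error 0.20, adjusted p 5.9e-06) for MH34 and −2.57 (standard error 0.20, adjusted p 3.6e-06) in the added comparison. Of the 8 genes named for the largest changes, and thus chosen for their size, edgeR's test found the dependence for 4. PCK1 had −4.34 (standard error 0.32, adjusted p 6.0e-06) for MH34, −2.31 (standard error 0.31, adjusted p 0.0039) for B184, and 2.03 (standard error 0.29, adjusted p 2.9e-04) in the added comparison. ADH2 had 6.55 (standard error 1.02, adjusted p 0.0014) for MH34 and 7.39 (standard error 1.04, adjusted p 0.011) for B184, CSS1 had −1.42 (standard error 0.38, adjusted p 0.012) for MH34, and HXT17, which has a near-identical copy in HXT13, had 1.34 (standard error 0.42, adjusted p 0.020) in the added comparison. FLO11, HXT6, HXT13, and SAE3 had none. Each of these rests on 2 libraries per group. For TPI1, the reads counted were 142 and 132 in MH34 at 0.1/h, against 412 and 447 in AAC and 568 and 637 in B184, and the deletion leaves open which sequence they come from, since the α-amylase plasmid carries the promoter and terminator of this gene. No explanation was tested for single genes, and an effect of the ethanol added to MH34 and B184 at 0.1/h stays open for both strains.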

How the results depend on the processing

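The alternatives without another remark were set before the data were examined. The removal of the trend on gene length and GC content, the thinning of libraries, the R2 without ribosomal protein genes, the lowest abundance as the constant of the conversion, and the comparison of the dependence on the rate between B184 and MH34 were chosen after seeing the data. Where no reason is given below for a change, the cause was not tested.

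Numbers of differing genes stayed within 1.5 times their value, except as follows. Requiring an absolute log2 fold change of at least 1 left, by its own construction, 1200, 405, 424, and 473 genes in MH34 and B184 against AAC at 0.1/h and then at 0.2/h, 808 and 0 between B184 and MH34 at 0.1/h and 0.2/h, 1112, 178, and 1026 between the rates in AAC, MH34, and B184, 958 and 142 for the dependence of the MH34 and B184 effects on the rate, and 845 for the added comparison of the evolved strains. The 0 genes at 0.2/h stand beside 204 at an unadjusted p under 0.05. Fitting only the libraries of the groups compared gave 1149 genes for B184 at 0.1/h, of which 1126 were also found with all groups, and 0 for B184 against MH34 at 0.2/h (391 at an unadjusted p under 0.05). DESeq2's Wald test gave 2 genes there (1 higher and 1 lower). Fewer libraries alone do not account for the drop to 1149. Genes at an unadjusted p under 0.05 in edgeR fell from 2855 to 2081 for B184 against AAC at 0.1/h. They rose from 4005 to 4452 for B184 against MH34 at 0.1/h. Replicates differed most in AAC at 0.1/h (chi-square per degree of freedom 29.1). The spread shared by all groups may thus be too small for comparisons with AAC at 0.1/h. No normalization beyond library size moved the median log2 fold change of all genes by −0.10, 0.12, and 0.15 in MH34 against AAC at 0.1/h, MH34 against AAC at 0.2/h, and B184 against MH34 at 0.1/h, by −0.15 between the rates in AAC, and by 0.22 for the dependence of the MH34 effect on the rate. The length and GC removal moved it by −0.10 in MH34 at 0.1/h. These shifts change the share of genes called higher, from 1052 of 2000 to 1621 of 2114 for MH34 at 0.2/h without normalization and to 844 of 2246 with the length and GC removal, so the balance of rises and falls depends on the scaling. Counts of calls are not given with 1 library left out. In the comparisons that use the group of that library, 1 library would remain in an arm.

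For CWH41, the direction of the mRNA change was kept under each alternative in MH34 at both rates and in B184 at 0.2/h. In MH34 at 0.2/h, the log2 fold change was −0.22 with no normalization beyond library size (adjusted p 0.131 from edgeR), where the median of all genes moved by 0.12, and −0.33 with only the groups compared (adjusted p 0.0527 from edgeR), and over the alternatives its adjusted p ranged from 0.0154 to 0.131. With the paper's abundances, it was −0.21, −0.10, and −0.15 in MH34 at 0.1/h, MH34 at 0.2/h, and B184 at 0.2/h. For PDI1 in MH34 at 0.1/h, the log2 fold change was 0.28 (adjusted p 0.0393) with DESeq2's Wald test and 0.33 (adjusted p 0.0435 from edgeR) with at least 10 counts in every library, over a range of 0.0393 to 0.227, and 0.19 with the paper's abundances. The other PDI1 results stayed on their side of 0.05. The log2 ratio of CWH41 protein per mRNA in MH34 at 0.1/h was 0.74 with the paper's abundances, and the other protein per mRNA values moved by less than the spread between replicates.

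Over the fits that each left out 1 library, CWH41 mRNA ranged from −0.45 to −0.37, −0.07 to 0.18, −0.42 to −0.25, and −0.47 to −0.39 in MH34 and B184 at 0.1/h and then at 0.2/h. The value −0.07 came without replicate 1 of B184 and 0.18 without replicate 2. PDI1 mRNA ranged from 0.23 to 0.38, 0.73 to 0.89, 0.49 to 0.79, and 0.48 to 0.70. CWH41 protein per mRNA ranged from 0.90 to 1.19, 1.12 to 1.40, 1.01 to 1.22, and 1.24 to 1.51, and PDI1 protein per mRNA from 1.06 to 1.72, −0.29 to 0.37, 0.39 to 0.81, and −0.76 to −0.37. The median absolute log2 fold change of mRNA ranged from 0.45 to 0.46, 0.20 to 0.24, 0.18 to 0.18, and 0.19 to 0.19, and the chromosome III shift from 0.86 to 0.92, 0.94 to 0.97, 0.99 to 1.00, and 0.98 to 1.00. R2 ranged from 0.363 to 0.377, 0.467 to 0.494, and 0.340 to 0.341 at 0.1/h and from 0.518 to 0.525, 0.509 to 0.514, and 0.502 to 0.520 at 0.2/h, for AAC, MH34, and B184.

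R2 moved by more than the spread between replicates under several alternatives, and was higher at 0.2/h than at 0.1/h in AAC and B184 under each of them. For AAC, MH34, and B184 in that order, it was 0.224, 0.248, and 0.120 at 0.1/h and 0.345, 0.318, and 0.354 at 0.2/h on a linear scale. With at least 10 counts in every library, it was 0.388, 0.493, and 0.350 at 0.1/h and 0.526 in B184 at 0.2/h. With the abundances of Data Set S2, on the smaller set of genes listed down to LCP5, it was 0.342 in B184 at 0.1/h and 0.475, 0.480, and 0.468 at 0.2/h. On the genes with protein values at both rates, it was 0.323 in B184 at 0.1/h and 0.531 and 0.520 in AAC and MH34 at 0.2/h. As a squared Spearman correlation, it was 0.334 in B184 at 0.1/h and 0.511 and 0.498 in AAC and MH34 at 0.2/h. Without ribosomal protein genes, it was 0.350, 0.447, and 0.321 at 0.1/h and 0.495, 0.492, and 0.468 at 0.2/h. With the trend on length and GC content removed, it was 0.386, 0.493, and 0.347 at 0.1/h and 0.530 in B184 at 0.2/h. The median absolute log2 fold change of mRNA was 0.23, 0.10, 0.092, and 0.090 with the abundances of Data Set S2. These contain the constant of the conversion and cover only the genes listed down to LCP5. With no normalization beyond library size, the median was 0.47 in MH34 at 0.1/h and 0.18 in B184 at 0.2/h. The intercept of the conversion, with a median of 0.305, was set beside 2 other values. The lowest abundance of each library, added after the data were seen, had a median of 0.291, which a constant added to each gene cannot exceed. The median of genes with 0 counts, 0.381, exceeds that limit and is not an estimate of the constant. The chromosome III shifts kept their direction and an adjusted p under 0.05 by permutation with DESeq2's size factors, with at least 100 counts in every library, and with the trend on length and GC content removed. The largest of these moves was from 0.85 to 0.92 in MH34 at 0.1/h, with that trend removed.

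The numbers of gene sets called depended on the correlation assumed between genes. With an estimated correlation, 0 lists were called against AAC, and 0 lists and 0 subsystems between the rates, with 4, 4, and 3 at an unadjusted p under 0.05. With fry, 17 subsystems were called against AAC, 20 lists between the rates, and 23 subsystems between the rates. The direction of cytosolic ribosomal proteins at 0.2/h reversed under fry, with adjusted p of 0.957 in MH34 and 0.940 in B184, both far from the threshold. Among the other set tests, 47 were weaker and 1 stronger, and 44 of the former under the estimated correlation.

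Among the named genes, 232 results were the same, 5 weaker, and 3 stronger. The 5 weaker ones are OST1 in MH34 at 0.1/h. OST1 reversed with no normalization beyond library size at 0.2/h, to 0.092 in MH34 and 0.028 in B184, where the medians of all genes moved by 0.12 and 0.09. OST1 also changed sign in B184 at 0.1/h without replicate 2 of AAC (−0.05) and in MH34 at 0.2/h without replicate 1 of MH34 (0.07). ROT2 in MH34 at 0.2/h was 0.04 without replicate 2 of MH34, and in B184 at 0.1/h 0.05 without replicate 1 of B184. TPI1 in B184 was 0.28 at 0.1/h without replicate 2 of B184 and 0.096 at 0.2/h without replicate 1 of B184. ALG11 in B184 at 0.1/h was −0.04 without replicate 2 of B184. At 0.2/h, ALG11 was 0.03 in MH34 without replicate 2 of MH34 and 0.02 in B184 without replicate 2 of B184.

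The replicate numbers do not pair the samples, since over 15 pairs of groups the differences between replicates 1 and 2 correlated with r from −0.27 to 0.44, with 1 over 0.1. With the replicate number as a block, 4099, 2109, 1885, and 2079 genes differed from AAC, and the adjusted p from edgeR was 0.0036, 0.64, 0.0228, and 0.0071 for CWH41 and 0.0697, 0.0016, 0.0058, and 0.0084 for PDI1. The block changed 1 call among the named genes, OST1 in MH34 at 0.1/h, and no other call among the results recomputed with it.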

Differences from the paper's values

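The paper's Data Set S2 lists 6442 genes, and 1998 of them were used here, in the order of the list down to LCP5. None of the alternatives set before the data were examined applies to this number. Of the paper's 2930 genes in Data Set S3, 1998 were used, and the pairs of protein and mRNA with values in all 3 strains were 1952 at 0.1/h and 1747 at 0.2/h, where the paper has 2869 and 2551.

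For CWH41 and PDI1, the paper's mRNA abundances contain the intercept of its conversion from FPKM, so the values here were set beside them on that scale. On the scale of counts, the log2 fold changes of CWH41 were −0.41, 0.06, −0.34, and −0.43 in MH34 and B184 at 0.1/h and then at 0.2/h, against −0.21, 0.06, −0.10, and −0.15 from the paper's abundances. On the paper's scale, the values here were −0.18, 0.04, −0.07, and −0.12. For PDI1, the values on the scale of counts were 0.30, 0.81, 0.64, and 0.58, against 0.19, 0.81, 0.72, and 0.63 from the paper's abundances, and on the paper's scale 0.17, 0.79, 0.70, and 0.61.

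The paper states that the PDI1 protein made per mRNA is lower in B184 than in AAC. At 0.2/h, the log2 ratio here was −0.55. At 0.1/h, it was 0.00, with replicates that overlap, 0.04 with the paper's own mRNA abundances, 0.05 with TMM-normalized CPM, and 0.06 on the paper's scale. With 1 library left out at 0.1/h, it was negative without replicate 1 of AAC (−0.29) and without replicate 2 of B184 (−0.16), and positive without replicate 2 of AAC (0.37) and without replicate 1 of B184 (0.15).

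The paper states that PDI1 transcription is raised in both evolved strains. For MH34 at 0.1/h, the log2 fold change was 0.30 with an adjusted p of 0.0565 in edgeR's quasi-likelihood test. It was under 0.05 with DESeq2's Wald test (0.28, adjusted p 0.0393), among genes with at least 10 counts in every library (0.33, adjusted p 0.0435 from edgeR), and when adjusted over the list alone (0.045 from edgeR). Over the alternatives, the adjusted p ranged from 0.0393 to 0.227.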

Other observations

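Of the tests in this part, the test of a segment around PDI1 alone, those on the number of genes that differ between B184 and MH34 at 0.2/h, the test of ethanol that acts alike in both strains, and the tests of R2 with ribosomal protein genes, gene length and GC content, and exchanged values were chosen only after the result was seen.

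PDI1 lies on chromosome III, and its mRNA was higher in the evolved strains together with that of the chromosome. Without PDI1, the chromosome III median exceeded that of the other chromosomes by at least 0.86 over the 4 comparisons with AAC, and the lowest median of the 20 neighbours of PDI1 was 0.98. An extra copy of the chromosome is therefore a candidate explanation of the higher PDI1 mRNA. An extra copy of the segment around PDI1 alone would leave other parts of the chromosome near the other chromosomes, but over 5 windows the lowest median exceeded theirs by 0.64, which argues against it. PDI1 rose less than these medians, by −0.54, −0.09, −0.34, and −0.38, which leaves room for further causes. A general rise of unfolded protein response genes is argued against, because the highest median of that list over the 4 comparisons was −0.14. Of single genes of this response, KAR2 had log2 fold changes of −0.43, −0.23 (adjusted p 0.26 from edgeR), −0.71, and −0.68, ERO1 −0.77, −0.38, −0.59, and −0.61, HAC1 −1.31, −0.80, −0.70, and −0.77, and IRE1, which is not in the list tested, −0.22, −0.02, 0.08, and 0.02 (adjusted p 0.038, 0.86, 0.47, and 0.87 from edgeR), in MH34 and B184 at 0.1/h and then at 0.2/h. These 4 were chosen after their values were seen.

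More genes differed from AAC at 0.1/h than at 0.2/h in MH34. The paper added ethanol to the MH34 and B184 cultures at 0.1/h. Ethanol that acts alike in both strains would raise the number of differing genes in both, but in B184 the number at 0.1/h was 1.02 times that at 0.2/h, against 2.08 times in MH34. These numbers alone do not decide this, since they do not measure the effect of the ethanol and the strains made ethanol at 0.2/h too. Ethanol that acts alike would, however, cancel between B184 and MH34 at 0.1/h, where 3784 genes differed. That comparison argues against such an effect as the whole cause of the excess in MH34. An effect of the ethanol in MH34 alone cannot be told apart from that of the strain, since no MH34 culture at 0.1/h was without it. The genes of ethanol use and gluconeogenesis, whose lowest median at 0.2/h was 1.00, do not decide this, because the paper's Table S2 lists ethanol production at 0.2/h in all 3 strains.

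The log2 ratios from Data Set S2 were smaller than those from the counts. After the intercept of the conversion was subtracted, the slope of the 4 comparisons farthest from 1 was 1.10, so a constant added to each gene may account for the difference in size. A median absolute change taken from those abundances is therefore smaller than one taken from counts.

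R2 of protein on mRNA was higher at 0.2/h in AAC and B184. On the genes measured at both rates, the smaller of their R2 differences between rates was 0.169, so different genes at the 2 rates are argued against. Without ribosomal protein genes it was 0.145, and after the trend on gene length and GC content was removed it was 0.141. When values of AAC were exchanged, protein at 0.1/h against mRNA at 0.2/h gave 0.439 and protein at 0.2/h against mRNA at 0.1/h gave 0.385, where the values of 1 rate gave 0.362 at 0.1/h and 0.531 at 0.2/h. Neither the mRNA values nor the protein values of AAC at 0.1/h alone thus carry the whole difference. In B184, protein at 0.1/h gave 0.411 against mRNA at 0.2/h and 0.323 against its own. Protein of B184 at 0.2/h gave 0.380 against mRNA at 0.1/h and 0.510 against its own. In both strains, proteins at 0.1/h thus had a higher R2 with mRNA of the other rate than with their own. Genes are not independent replicates in these values. The paper's reading, a better coordination at a higher growth rate, was not tested. R2 within a rate does not separate it from a difference in the mRNA values at 0.1/h or between sets of labelled protein samples.

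At 0.2/h, 1 gene differed between B184 and MH34. It was BPT1, chosen after its values were seen, with a log2 fold change of −0.83 (standard error 0.08, adjusted p 0.0051 from edgeR's quasi-likelihood test), both replicates of B184 lower than both of MH34, and −1.08 at 0.1/h. The spread between replicates was wider at 0.2/h in MH34 (chi-square per degree of freedom 25.6 against 3.14) and narrower in B184 (1.82 against 8.89). A wider spread that hides differences like those at 0.1/h would leave the median absolute log2 ratio between the strains as large, but over the genes with protein values it was 0.058 at 0.2/h and 0.40 at 0.1/h, which argues against the spread as the whole cause. Whether the MH34 and B184 libraries at 0.2/h come from 1 strain cannot be told apart from 2 similar transcriptomes. Of the 8 genes with an unadjusted p under 0.001, 7 (87.5%) kept their sign at 0.1/h, and of the 36 under 0.01, 13 (36.1%) did. These are too few genes to decide, and BPT1 is among the former. Over the same cultures, the proteins differed by a median absolute log2 ratio of 0.51 at 0.2/h.

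Of the other genes that the paper names, ALG12 mRNA was lower in all 4 comparisons, by −0.64 (adjusted p 1.5e-05), −0.72 (adjusted p 3.3e-05), −0.38 (adjusted p 0.0024), and −0.34 (adjusted p 0.0044 from edgeR, as for the others). In edgeR's test, ALG11 was higher in MH34 at 0.1/h, by 0.42 (adjusted p 2.7e-04), and its other values were −0.10, 0.06, and 0.05. OST1 was higher in MH34 at 0.1/h, by 0.22 (adjusted p 0.039 from edgeR), but by 0.14 without replicate 2 of AAC, and its other values were 0.04, −0.03, and −0.06. ROT2 had 0.21 (adjusted p 0.059 from edgeR) in MH34 at 0.1/h, then 0.10, 0.15, and 0.14. TPI1 had −2.06 (adjusted p 3.0e-07 from edgeR) in MH34 at 0.1/h, 0.42 (adjusted p 0.019 from edgeR) in B184 at 0.1/h, and 0.34 and 0.26 at 0.2/h.

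The gene lists gave, in camera, 20 of 44 results under an adjusted p of 0.05 in the comparisons with AAC. Of these, 19 also had one under 0.05 with fry and 0 with an estimated correlation (4 at an unadjusted p under 0.05). In the order MH34 and B184 at 0.1/h, then MH34 and B184 at 0.2/h, the medians and adjusted p from camera were as follows. Glycogen metabolism (8 genes, 7 higher in each) had 0.86 (0.430), 0.78 (0.083), 1.50 (0.037), and 1.73 (0.017). Trehalose metabolism (4 genes) had 0.18 (0.882), 0.44 (0.189), 0.56 (0.037), and 0.66 (0.020). Hexose transport and phosphorylation (9 genes; 8, 6, 8, and 8 higher), which contains genes with near-identical copies, had 0.71 (0.0091), 0.17 (4.7e-04), 1.01 (0.0014), and 1.27 (2.3e-04). Glycolysis (16 genes; 10, 2, 4, and 4 higher) had 0.37 (0.819), −0.27 (0.0098), −0.37 (0.114), and −0.23 (0.452). The TCA cycle (17 genes) had 0.42 (0.312), −0.04 (0.909), −0.01 (0.819), and 0.08 (0.819). Oxidative phosphorylation (35 genes; 28, 9, 3, and 7 higher) had 0.42 (0.0091), −0.09 (0.373), −0.24 (0.047), and −0.17 (0.334). The pentose phosphate pathway (11 genes) had −0.40 (0.618), −0.13 (0.273), −0.05 (0.819), and −0.05 (0.882). Ethanol use and gluconeogenesis (15 genes; 9, 9, 14, and 14 higher) had 1.02 (0.018), 0.37 (0.0071), 1.00 (0.0034), and 1.28 (2.3e-04). The unfolded protein response (18 genes; 4, 5, 1, and 2 higher) had −0.52 (0.015), −0.14 (0.312), −0.30 (0.0031), and −0.38 (0.0037). Thiamine biosynthesis (20 genes; 14, 10, 15, and 15 higher) had 0.46 (0.129), 0.01 (0.836), 0.26 (0.091), and 0.42 (0.021). Cytosolic ribosomal proteins (138 genes; 130, 31, 75, and 84 higher) had 1.12 (9.2e-29), −0.10 (0.137), 0.02 (0.819), and 0.03 (0.882). The 8 secretory subsystems gave 0 of 32 results under 0.05 against AAC, with 9 at an unadjusted p under 0.05 and a lowest adjusted p of 0.117 from camera.

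Between the rates, 13 of 33 list results and 11 of 24 subsystem results had an adjusted p under 0.05 in camera, of which 11 and 11 also had one with fry and 0 with an estimated correlation (4 and 3 at an unadjusted p under 0.05). In the order AAC, MH34, and B184, the medians of 0.2/h against 0.1/h and adjusted p from camera were 1.51 (2.2e-64), 0.40 (1.8e-24), and 1.65 (2.7e-68) for cytosolic ribosomal proteins, 0.52 (0.0069), −0.22 (0.019), and 0.49 (0.0078) for oxidative phosphorylation, −1.22 (0.023), −1.29 (3.3e-16), and −0.72 (0.061) for ethanol use and gluconeogenesis, 0.56 (0.025), 0.71 (1.1e-13), and 0.36 (0.283) for the unfolded protein response, and 0.39 (0.204), −0.03 (0.788), and 1.09 (0.019) for glycolysis. They were −0.09 (0.813), −0.38 (0.019), and 0.13 (0.691) for the TCA cycle, 0.09 (0.791), −0.29 (0.023), and 0.41 (0.427) for thiamine biosynthesis, −0.94 (0.545), −0.51 (0.439), and −0.08 (0.791) for glycogen metabolism, −1.02 (0.071), −0.39 (0.097), and −0.63 (0.238) for trehalose metabolism, 1.00 (0.238), 0.01 (0.691), and 0.35 (0.238) for hexose transport and phosphorylation, and −0.31 (0.439), −0.27 (0.371), and −0.37 (0.791) for the pentose phosphate pathway. ER glycosylation, with 30 genes, had 0.45 (7.2e-06), 0.35 (1.3e-09), and 0.56 (7.2e-06) in camera. The other subsystem results under 0.05 in camera were Golgi processing in AAC (0.47, 0.041) and MH34 (0.30, 0.0024), translocation in AAC (0.44, 0.015) and MH34 (0.28, 1.0e-04), GPI anchoring (0.21, 0.0026), folding (0.72, 1.3e-06), and trafficking (0.16, 0.0026) in MH34, and sorting in B184 (−0.32, 0.015). With the trend on gene length and GC content removed, camera gave 19 list results against AAC, all among the 20, 11 list results between the rates, 10 of them among the 13, and 10 subsystem results between the rates, all among the 11. That trend is therefore argued against as the cause of most of them, and no other explanation of these results was tested.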
